# Uropathogenic *Escherichia coli* infection-induced epithelial trained immunity impacts urinary tract disease outcome

**DOI:** 10.1038/s41564-023-01346-6

**Published:** 2023-04-10

**Authors:** Seongmi K. Russell, Jessica K. Harrison, Benjamin S. Olson, Hyung Joo Lee, Valerie P. O’Brien, Xiaoyun Xing, Jonathan Livny, Lu Yu, Elisha D. O. Roberson, Rajdeep Bomjan, Changxu Fan, Marina Sha, Shady Estfanous, Amal O. Amer, Marco Colonna, Thaddeus S. Stappenbeck, Ting Wang, Thomas J. Hannan, Scott J. Hultgren

**Keywords:** Bacterial infection, Mucosal immunology, Imprinting

## Abstract

Previous urinary tract infections (UTIs) can predispose one to future infections; however, the underlying mechanisms affecting recurrence are poorly understood. We previously found that UTIs in mice cause differential bladder epithelial (urothelial) remodelling, depending on disease outcome, that impacts susceptibility to recurrent UTI. Here we compared urothelial stem cell (USC) lines isolated from mice with a history of either resolved or chronic uropathogenic *Escherichia coli* (UPEC) infection, elucidating evidence of molecular imprinting that involved epigenetic changes, including differences in chromatin accessibility, DNA methylation and histone modification. Epigenetic marks in USCs from chronically infected mice enhanced caspase-1-mediated cell death upon UPEC infection, promoting bacterial clearance. Increased *Ptgs2os2* expression also occurred, potentially contributing to sustained cyclooxygenase-2 expression, bladder inflammation and mucosal wounding—responses associated with severe recurrent cystitis. Thus, UPEC infection acts as an epi-mutagen reprogramming the urothelial epigenome, leading to urothelial-intrinsic remodelling and training of the innate response to subsequent infection.

## Abstract (web summary)

Uropathogenic *Escherichia coli* infection induces epigenetic remodelling and trained immune responses in bladder epithelial stem cells that affect susceptibility to recurrent infection.

## Main

Urinary tract infections (UTIs) are one of the most common bacterial infections worldwide and are a substantial cause of morbidity in otherwise healthy females^1,2^. The high recurrence rate in susceptible individuals makes treatment challenging^3^, with one of the strongest risk factors for developing a UTI being a previous UTI^2^. The biological basis for recurrent UTI (rUTI) is poorly understood.

Without antibiotic treatment, acute UTIs in humans either self-resolve or develop into long-lasting chronic infections^4^. Infection of C3H/HeN mice with uropathogenic *Escherichia coli* (UPEC) recapitulates these two outcomes. Chronic cystitis in these mice is defined as persistent high titre bacteriuria (bacteria in urine) accompanied by chronic inflammation (sensitized mice), while resolution of infection defines resolved mice^5^. Analysis of bladders from resolved and sensitized mice reveals that infection leads to differential bladder remodelling that impacts susceptibility to rUTI. Resolved mice are resistant to rUTI, in part because they have an accelerated, transient bladder TNFα/cyclooxygenase-2 (Cox-2) response, which promotes rapid elimination of infection and mucosal healing^6,7,8^. Sensitized mice are highly susceptible to rUTIs upon challenge, with robust sustained bladder TNFα and Cox-2 expression causing neutrophil transmigration across the bladder epithelium (urothelium) and mucosal wounding that promotes severe recurrent bacterial infections^6,7,8^. Thus, depending on disease history, the bladder tissue is differentially remodelled in a way that either increases or decreases susceptibility to rUTI.

These phenotypes led to our hypothesis that bladder mucosal remodelling is mediated in part by epigenetic changes in urothelial stem cells (USCs) that impact bladder mucosal defence against subsequent infections^6,7^. Thus, we isolated epithelial cells from the bladders of mice with different disease histories, established primary USC lines, propagated them in cell culture, and formed polarized and fully differentiated urothelium in vitro, which displayed morphological phenotypes that resembled the urothelial remodelling phenotypes observed in vivo^6^. We identified differences in chromatin accessibility, DNA methylation and histone modifications in the USC lines, which corresponded with differences in transcriptional responses affecting programmed cell death and cyclooxygenase-2 (Cox-2)-regulated inflammatory responses that impact rUTI susceptibility. Overall, our study provides epigenetic evidence of epithelial-intrinsic trained immunity caused by a mucosal bacterial infection, which alters the bladder mucosal response to subsequent infections, depending on the original disease outcome. This finding may explain the high prevalence of rUTI and have important therapeutic implications for chronic/recurrent bacterial infections in general.

## Results

### Differentiated urothelial cells form urothelial barriers

To study urothelial-intrinsic changes that result from previous infection, we adapted a method for in vitro propagation of primary intestinal epithelial stem cells in three-dimensional (3D) culture^9,10^ to culture primary USCs that were isolated from 8-week-old naïve C3H/HeN mice (Fig. 1a and Extended Data Fig. 1a). Gene expression of *p63*, which encodes transformation-related protein 63 (p63), was measured because it is essential for the proliferative capacity of the stem cells^11^, while the expression of *Axin2*, which is a Wnt-target gene^10^, was measured to assess Wnt signalling activity in the 3D culture. Together, we can evaluate the stem cell pluripotency status by monitoring expression of these genes with RT–qPCR (Extended Data Fig. 1b,c). *p63* and *Axin2* gene expression remained high through the first 3 d of 3D culture in 50% percent conditioned media (CM), which is required to maintain pluripotency. Expression of *p63* and *Axin2* then decreased at 5 to 7 d post-infection, regardless of whether the cells were incubated in 50% or 5% CM at day 3 post-infection, showing that either extended culture or lower CM percentage can reduce Wnt signalling. However, uroplakin 3a (Upk3a), a surface protein expressed by differentiated urothelial cells, was only significantly increased in cells grown in 5% CM but not in 50% CM, as determined at 7 d post-infection (Extended Data Fig. 1d). After propagation of USCs in 50% CM over several passages and further culturing in 50% CM over 5 d, all cells stained positive for the epithelial cell marker E-cadherin and the basal urothelial cell marker keratin 5 (K5) but lacked Upk3a expression (Extended Data Fig. 1e). In contrast, culturing in 0% CM in 3D culture for 5 d after initial propagation resulted in the development of epithelial polarity with the formation of a central cavity (Extended Data Fig. 1e). Within the resulting cysts, cavity-facing cells differentiated into superficial facet-like cells (Upk3a+, K5−), whereas perimeter cells in contact with the matrigel matrix were basal cell-like (Upk3a–, K5+).

**Fig. 1:**
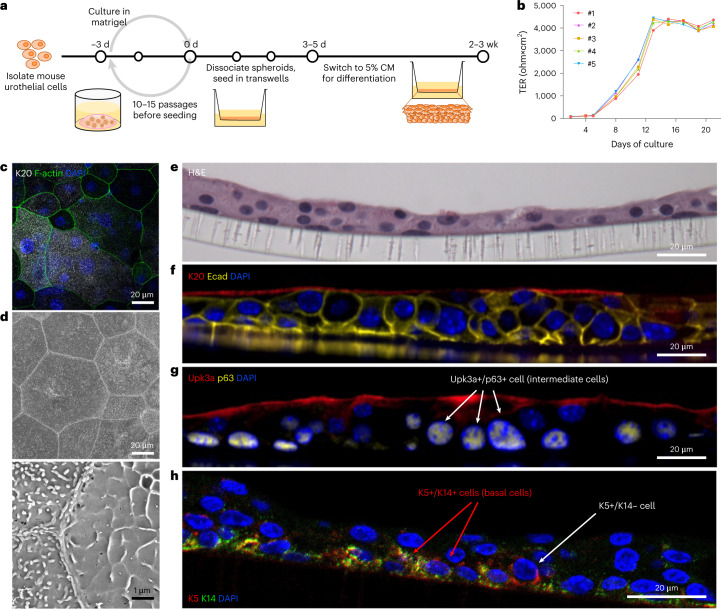
The culture of USCs of juvenile C3H/HeN mice regenerates differentiated urothelium in vitro. **a**, USCs isolated from 8-week-old C3H/HeN mice were expanded by spheroidal culture in matrigel with 50% L-WRN conditioned media (CM) including Y-27632, a ROCK inhibitor, and SB431542, a TGF β type 1 inhibitor. After 3 d of spheroid culture, cells were dissociated into a single-cell suspension and 3–4 × 10^5^ cells were seeded onto transwell membranes. The cells were cultured in 50% CM for 3–5 d, then cultured in 5% CM for 2–3 weeks until full differentiation. **b**, Cell cultures with a TER value >4,000 ohm × cm^2^ were then analysed (5 transwells cultured from one juvenile C3H/HeN cell line). For consistency, TER was measured 1 d after media change. **c**,**d**, Differentiated urothelia on the transwells were fixed and imaged via (**c**) confocal microscopy and (**d**) SEM to show a top-down view of the urothelium at magnification 500× (top panel) and 10,000× (bottom panel). In **c**, samples were stained for F-actin, the terminal differentiation marker K20 and nuclei (DAPI). **e**–**h**, The urothelia were also paraffin-embedded, sectioned and stained with hematoxylin and eosin (H&E) (**e**) and immunostained for K20, Ecad and DAPI (**f**), Upk3a, p63 and DAPI (**g**) or K5, K14 and DAPI (**h**). Representative images are shown. Data are from 2–3 independent experiments using USCs from 5 different juvenile C3H/HeN mice. Source data

We next established a transwell culture system to differentiate USCs of juvenile C3H/HeN mice into polarized, stratified urothelial barriers (Fig. 1a). The 5637 human bladder carcinoma cell line (ATCC HTB-9), which has been used widely for the in vitro study of UPEC interactions with bladder cells and originates from basal bladder cancer cells^12^, was used as a control. As both 5637 cells and our primary USCs are of basal cell origin, we seeded and cultured them on transwells for 2–3 weeks to compare cell differentiation phenotypes. Formation of intact differentiated urothelium, referred to herein as differentiated urothelium (or urothelia), by the primary USCs was confirmed by robust transepithelial electrical resistance (TER) (Fig. 1b), strong confocal staining of large hexagonal superficial facet cells for the terminal differentiation marker K20 (Fig. 1c), and the presence of cell junctions and uroplakin plaques on the tissue surface (Fig. 1d), similar to how superficial facet cells appear on the surface of intact bladder tissues^6^. Microscopic analysis of differentiated urothelial sections revealed a multilayer polarized epithelial (Ecad+) tissue layer (Fig. 1e–h), with p63, K5 and K14 expression in the basal layer cells above the matrigel membrane (mostly K5+/K14+, a few K5+/K14−), p63 and weak Upk3a expression in some midlayer cells, indicative of intermediate cells, and strong K20 and Upk3a staining on the surface of the apical layer cells, indicating terminally differentiated superficial facet cells. Altogether, the distribution of these differentiation characteristics in basal, intermediate and superficial urothelial layers is consistent with that observed in mouse and human bladder tissue^13^. In contrast, none of these features were observed in 5637 cell transwell cultures, in which the cells were loosely packed together in layers 4–6 cells deep, but lacked evidence of polarization or cell junction formation (Extended Data Fig. 2a–d). Thus, primary USCs provide important advantages over a tumour cell line for studying the urothelium.

### Differentiated urothelia mimic in vivo infection phenotypes

Using our murine model of rUTI^5,6^, we have shown that an initial UTI event results in long-lasting bladder remodelling, including structural and proteomic changes to the urothelium, that impact susceptibility to rUTI^14^. To investigate the role of USCs in bladder remodelling, we isolated bladder USCs from convalescent mice (4 weeks after the initiation of antibiotics), from both those with self-resolved infection (resolved) and those that developed chronic infection (sensitized), as well as from age-matched naïve mice as controls and established USC lines (*n* = 4 per infection history) (Fig. 2a,b). We propagated each of these USC lines for between 15 and 30 passages, then differentiated them on transwells and characterized each cell line by microscopy after 2–3 weeks of culture. Strikingly, we found that the urothelium derived from sensitized USCs recapitulated many of the morphological differences observed previously in vivo^6^ even after many passages, including smaller surface cells and decreased expression of the terminal differentiation markers Upk3a and K20 when compared with differentiated urothelium derived from naïve and resolved USCs (Fig. 2c–e). Automated measurement of surface cell sizes showed that the apical cells of the sensitized differentiated urothelia are significantly smaller than those in naïve differentiated urothelia, whereas the resolved urothelia have an intermediate phenotype, consistent with in vivo data (Fig. 2f–g)^6^. Collectively, these data indicate that transwell culture of USCs can recapitulate the morphological bladder epithelial remodelling phenotypes seen in vivo.

**Fig. 2:**
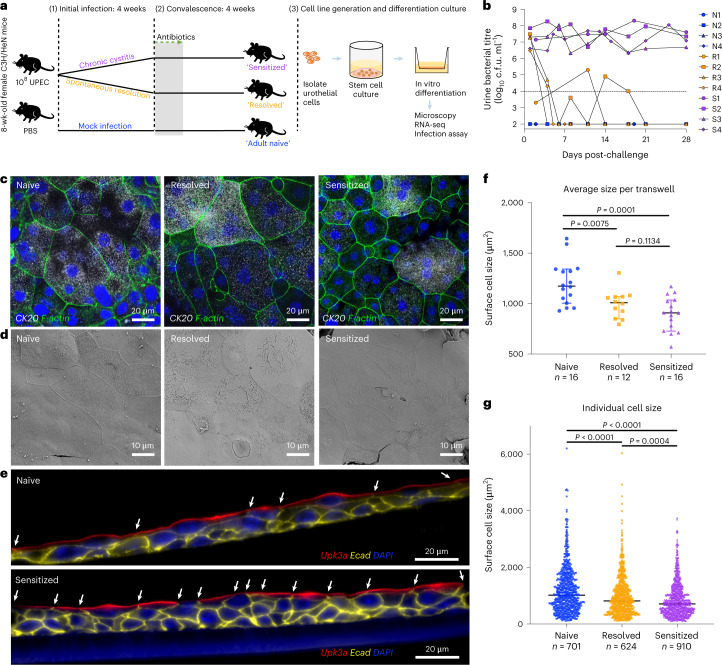
Differentiated urothelia originating from previously infected mice maintain bladder remodelling phenotypes. **a**, Time course of initial infection with 10^8^ c.f.u. UTI89 Kan^R^ and convalescent period in C3H/HeN mice. **b**, Representative urine bacterial titre time course over 4 wpi. Horizontal line represents the cut-off for notable bacteriuria: 10^4^ c.f.u. ml^−1^. Naïve, resolved and sensitized mice were named as N1-4, R1-4 and S1-4. **c**,**d**, USCs isolated from these mice were cultured into differentiated urothelia on transwells, fixed and imaged via confocal microscopy (**c**) and SEM (**d**). In **c**, the urothelia were stained for K20, F-actin (Phalloidin) and nuclei (DAPI). **e**, Transwells were paraffin-embedded, sectioned and immunostained for Upk3a, E-cadherin and nuclei. White arrows show cell junctions indicating size of surface cells. **f**,**g**, Fixed slides processed from 44 transwells of naïve, resolved and sensitized mice (*n* = 16, 12 and 16 transwells from *n* = 4, 3, 4 mice, respectively) were stained for K20, E-cadherin and nuclei, labelled and imaged in a double-blind manner. Then the superficial cell sizes were automatically measured using the Fiji ImageJ macro programme and plotted for average cell size per transwell (**f**) and individual cell size (**g**), represented as median with 95% CI. Two-tailed Student’s *t*-test was used to determine significance and *P* values are indicated when significant. Source data

### Epigenetic characteristics associate with disease history

Our data indicate that a previous infection results in USC-intrinsic changes that are heritable over many generations of cell culture. Therefore, we hypothesized that these changes are mediated by differential epigenetic modification in the USCs that associate with: (1) disease history and (2) genome-wide differences in chromatin accessibility. Chromatin accessibility was measured by Omni-ATAC-seq, a technique for sequencing regions of nuclear chromatin that are accessible to a transposase by sequencing^15^. We identified a total of 59,801, 63,195 and 82,030 highly reproducible accessible chromatin regions in two biological replicates each of the naïve, resolved and sensitized USC lines, respectively. Principal component analysis (PCA) of these USC lines separates sensitized USCs from other groups (Fig. 3a). Among 2,880 differentially accessible regions (DARs) of chromatin identified between sensitized and resolved USCs, 925 regions are sensitized-accessible DARs (more accessible in sensitized than in resolved) and 1,955 regions are resolved-accessible DARs (more accessible in resolved than in sensitized) (Fig. 3b).

**Fig. 3:**
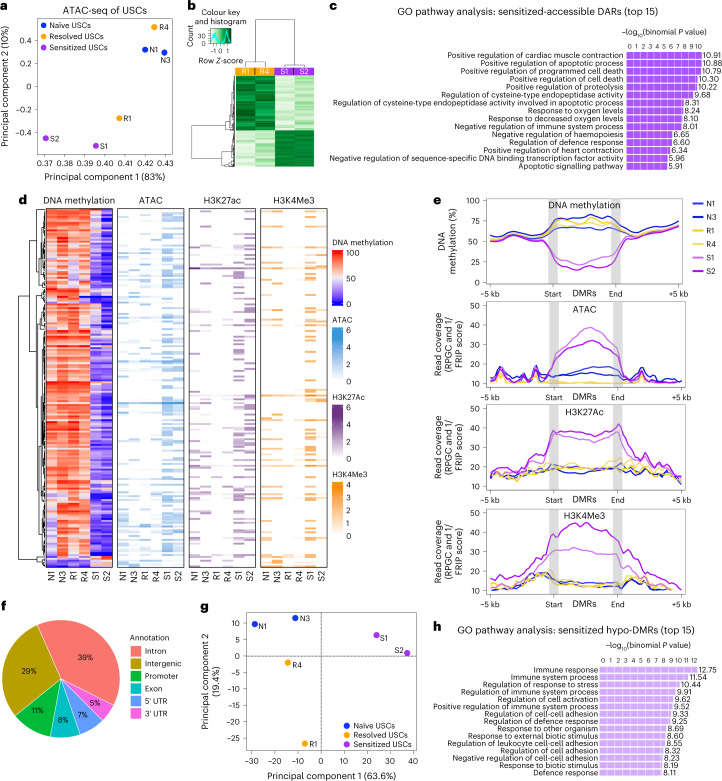
Convalescent mouse USCs have differential epigenetic memories upon UPEC infection. Omni-ATAC-seq was performed using USCs from naïve, resolved and sensitized mice (cell lines N1, N3, R1, R4, S1 and S2, each from an individual mouse). **a**, PCA plot of DARs across the USC lines. **b**, Heat map of significantly differential peaks (FDR < 0.05) comparing sensitized vs resolved USCs. Out of all 2,880 DARs, 925 regions are sensitized-accessible DARs and 1,955 regions are resolved-accessible DARs. **c**, The top 15 enriched GO terms for sensitized-accessible DARs (*n* = 747, fold change >1.5, FDR < 0.05) were analysed using GREAT. Significance was determined using the binomial test. **d**,**e**, Differences in chromatin accessibility, DNA methylation and active histone modifications, H3K27Ac and H3K4Me3, in different USCs were assessed by ATAC-seq, whole genome bisulfite sequencing (WGBS) and CUT&RUN. **d**, Sensitized-specific DMRs (*n* = 189) among naïve, resolved and sensitized USCs are visualized as a series of heat maps displaying the epigenetic landscape overlapping each DMR for DNA methylation, ATAC and active histone modifications H3K27Ac and H3K4Me3. **e**, Average signals 5 kb upstream and 5 kb downstream of sensitized-specific hypo-DMRs (*n* = 183) for WGBS, ATAC, H3K27Ac and H3K4Me3 are visualized for each cell line. Average length of DMRs is 362 base pairs. DMRs are scaled for size with ‘start’ and ‘end’ of DMRs, which are indicated as grey bars. **f**, Sensitized-specific hypo-DMRs were annotated according to their predicted locations in the genome (*n* = 183). **g**, A PCA plot of all DMR comparisons showing clustering of the different cell lines. **h**, The top 15 enriched GO terms for sensitized hypo-DMRs were analysed using GREAT (*n* = 183). Source data

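The 189 sensitized-specific DMRs measured 366 bp on average from first to last CpG, and the 183 hypo-DMRs 367 bp. Over the full lists the mean was 322 bp for naïve and sensitized, 341 bp for resolved and sensitized and 254 bp for naïve and resolved USCs. Every listed region held at least 4 CpGs.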

Gene Ontology (GO) pathway analysis on DARs using GREAT^16^ revealed that genes associated with sensitized-accessible DARs are strongly enriched for many biological processes, including those involving programmed cell death (PCD), oxidative stress and immune response (Fig. 3c). Many of these DARs were in proximity to PCD pathway associated genes, including *Casp1* and *Gsdmc2/3* (Supplementary Table 1), which were previously found to be enriched in both whole-bladder RNA-seq and ex vivo urothelial proteomic comparisons of sensitized vs resolved mice^6,8^. Performing motif discovery analysis using HOMER^17^, we found that resolved-accessible DARs are highly enriched for transcription factor (TF) binding motifs of the AP-1 family members, which are known mediators of stress responses, often downstream of cytokine signalling (Extended Data Fig. 3a). In contrast, sensitized-accessible DARs are enriched not only for TF binding motifs of the AP-1 family, but also for those that regulate stem cell fate and tissue differentiation and development, including SOX family members EHF, Klf5 and RUNX2 (Extended Data Fig. 3b).

Chromatin remodelling is accomplished through two main mechanisms: DNA methylation and histone modifications. 

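Whole-genome bisulfite sequencing (WGBS) measures methylation at single CpGs, because bisulfite converts unmethylated cytosines and leaves methylated cytosines unchanged. The WGBS files hold 6 urothelial stem cell (USC) lines, 2 per group, each grown from the bladder urothelium of 1 C3H/HeN mouse. Lines N1 and N3 came from adult naïve mice, R1 and R4 from mice that had resolved an earlier bladder infection with uropathogenic Escherichia coli (UPEC), and S1 and S2 from mice in which that infection had become chronic before antibiotic treatment (sensitized). The authors converted genomic DNA spiked with lambda DNA, trimmed the reads with Cutadapt and aligned them to mm10 with Bismark. The deposited files give, for each CpG with both strands joined, the fraction of reads that were methylated and the number of reads. They hold 316030701 read calls in N1, 467028635 in N3, 439927542 in R1, 362280199 in R4, 476538239 in S1 and 351800342 in S2. Methylated reads were recovered from fraction and coverage and summed over 500 bp tiles with at least 4 CpGs that each had at least 5 reads in every line, which left 2043039 tiles on chromosomes 1 to 19 and X. The CpGs with at least 5 reads in every line had a median of 15 reads in N1, 22 in N3, 21 in R1, 17 in R4, 23 in S1 and 17 in S2. Each tile was tested with a quasi-binomial logistic model in which the 3 groups shared 1 dispersion per tile, moderated across tiles, followed by Benjamini-Hochberg adjustment. A tile was called differentially methylated at an adjusted p below 0.05 and a difference in pooled methylation of at least 20 percentage points. No line was a copy of another, since the mean chi-square per CpG between lines ran from 1.76 to 3.74, where sampling noise alone gives 1. Read coverage was uneven between chromosomes in some lines. In 1 Mb bins, chromosome 4 of N3 had 0.809 times and chromosome 2 of N3 1.22 times the median coverage of the 6 lines.

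**Figure D1:**
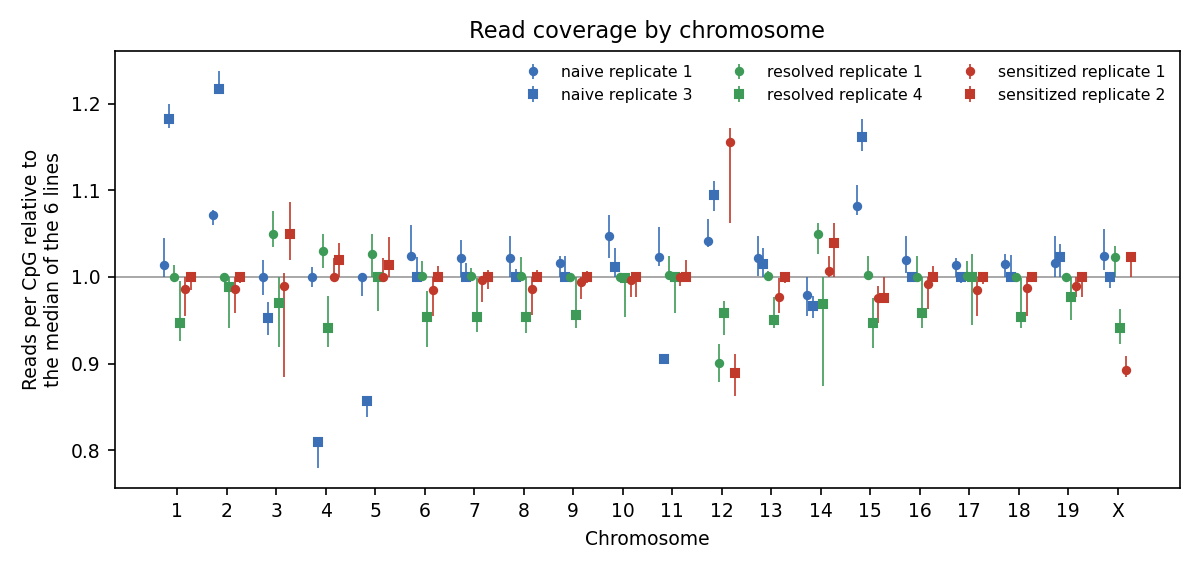
Read coverage of each chromosome in each USC line, relative to the median of the 6 lines in 1 Mb bins. Points are medians over bins, vertical lines run from the lower to the upper quartile, colours mark the groups, and chromosome 4 of naïve replicate 3 lies at 0.809.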

We performed genome-wide profiling of DNA methylation and histone modification in our USC lines using WGBS^18^ and CUT&RUN^19^, respectively. For CUT&RUN, we selected antibodies against histone modification marks: H3 lysine 4 trimethylation (H3K4Me3), H3 lysine 27 acetylation (H3K27Ac) and H3 lysine 27 trimethylation (H3K27Me3), which are associated with active promoters, active promoter/enhancers and polycomb repression, respectively^20^. 

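Sensitized USCs were less methylated than naïve USCs at 31 tiles and more methylated at 3, and they were less methylated than resolved USCs at 13 tiles and more methylated at 0. Resolved USCs were less methylated than naïve USCs at 3 tiles and more methylated at 0. At 10 tiles, in or near Fgfr3, Snx10, Vgll4, Icosl, Zbtb7a, Epsti1, Gm48913, Adgrb1, Gm6440 and Insl6, methylation was lower in sensitized USCs in both comparisons. The number of tiles that differed in sensitized USCs in both was 3 without N3, 6 without S2 (4 of the 10 kept), 14 without R1, 26 without S1, 35 without R4, 74 without N1 and 0 with limma on M-values. The called tile with the largest fall against naïve USCs lies on chromosome 15 of mm10 from 50972501 to 50973000, 26194 bp from the long intergenic noncoding RNA gene Gm48913, and was methylated to 83.9% in N1, 92.7% in N3, 79.2% in R1 and 65.4% in R4 but to 4.68% in S1 and 1.20% in S2. A tile 8588 bp from Icosl, which encodes the ligand of the T cell co-stimulator ICOS, was lower by 60.7 points than in naïve and by 58.6 points than in resolved USCs. In Vgll4, which encodes a cofactor of TEAD transcription factors, methylation was 9.26% in S1 and 1.07% in S2 against 66.9% to 89.4% in the other 4 lines. The tiles that were higher in sensitized than in naïve USCs lie in Ccdc88b (53.4 points), Col4a1 (38.7 points) and Miip (21.1 points). The 3 tiles that separated resolved from naïve USCs lie in Sox6, 3110070M22Rik and Tmem223, and both naïve lines were also higher there than the sensitized lines. All of these tiles were named after their values had been seen. An unadjusted p under 0.05 in the quasi-likelihood test was found for 90010 tiles of sensitized against naïve USCs. For sensitized against resolved and resolved against naïve USCs these tiles numbered 50686 and 48784. These counts were below the respective means of 105206, 105298 and 105413 in simulated lines without any difference. limma on M-values called 1, 0 and 0 tiles. In simulated tiles it recovered 0 of 200 differences at each of 30, 40 and 60 points, so its low counts say nothing about the called tiles. Without N1 the tiles at an unadjusted p under 0.05 in the quasi-likelihood test rose to 346313 for sensitized against naïve and 222681 for resolved against naïve USCs. Independent lists would share 0.000197 tiles lower in sensitized USCs, and simulated lines without any difference shared a mean of 0.2 tiles. Part of the excess may come from the sensitized libraries that both comparisons share. Such simulated lines gave 0 to 6 called tiles for resolved against naïve USCs, against 3 called here. They gave 0 to 5 for sensitized against naïve and 0 to 4 for sensitized against resolved USCs. They gave 0 to 2 tiles that set naïve USCs apart in both comparisons, against 3 here. In every comparison the simulated lines had more tiles at an unadjusted p under 0.05 than the data, as given above. These simulated counts, with the mean of 0.2 shared tiles, therefore cannot decide whether the called tiles exceed those expected without a difference. The count for sensitized against naïve USCs was 614 without N1, 137 without R1 or R4, 115 without S1, 7 without S2 and 6 without N3. That for sensitized against resolved USCs rose whichever line was left out. That for resolved against naïve USCs rose without R4, N1 or R1, and all of its tiles were lost without N3. Leaving out a line of the group that is not compared repeats the fit of only the 2 groups compared. Leaving out R1 or R4 is thus 1 check of sensitized against naïve USCs. Leaving out N1 or N3 is 1 check of sensitized against resolved USCs. Without R4, more of the tiles called between resolved and naïve USCs were higher than lower in resolved USCs. The same test called 66 tiles for S1 and S2 against the other 4 lines and 649 for R1 and S2 against the other 4.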

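The paper's own lists hold 648 DMRs that were lower and 51 that were higher in sensitized than in naïve USCs, 426 lower and 35 higher in sensitized than in resolved USCs, and 106 lower and 58 higher in resolved than in naïve USCs. The study chose these regions on the same libraries, so their direction is not independent evidence. Measured again from the read counts, methylation differed in the listed direction in 655 of the 655, 426 of the 428 and 130 of the 131 regions in which every compared line had reads. The median distance from the paper's difference was 3.52, 3.34 and 3.81 points. Over these regions sensitized minus naïve USCs averaged -39.5 points, sensitized minus resolved USCs -40.7 points and resolved minus naïve USCs -17.2 points. These means take in regions of both directions, with 614 lower and 41 higher, 402 and 26, and 91 and 40. The medians were -44.5, -44.1 and -35.6 points. Mean coverage was under 5 reads per CpG in a compared line in 91, 71 and 67 regions of these lists.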

Most of the differentially methylated regions (DMRs) were identified in the comparisons of sensitized USCs with either (1) naïve or (2) resolved USCs. We did not observe any global differences in DNA methylation between naïve, resolved and sensitized groups (Extended Data Fig. 4a,b). 

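Across 18940056 CpGs covered by at least 5 reads in every line, 59.9% ± 7.0 of cytosines were methylated in naïve, 59.0% ± 1.7 in resolved and 56.97% ± 0.63 in sensitized USCs (mean ± SD, n = 2 lines each). The naïve lines lay farthest apart, at 54.9% in N1 and 64.9% in N3. The resolved lines R1 and R4 had 57.8% and 60.2%, and the sensitized lines S1 and S2 had 56.5% and 57.4%. The share of CpGs methylated to 80% or more was 37.4% in N1, 50.1% in N3, 41.8% in R1, 41.4% in R4, 38.0% in S1 and 42.7% in S2. An exact two-sided permutation test gave p = 1 for sensitized against naïve, p = 0.33 for sensitized against resolved and p = 1 for resolved against naïve USCs, where 0.33 is the smallest p that 2 lines against 2 allow. Sensitized lines against the other 4 gave p = 0.533 in the exact permutation test. Without N3 the difference of sensitized minus naïve USCs turned from -2.92 to 2.05 points and that of resolved minus naïve USCs from -0.899 to 4.07 points, and without R1 the latter was 0.270 points. Without N1 they were -7.89 and -5.87 points. The difference of sensitized minus resolved USCs, -2.02 points, was -3.19 points without R1 and -0.853 points without R4.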

Sensitized-specific DMRs are displayed as a heat map together with the ATAC-seq and CUT&RUN peaks to visualize the epigenetic landscape across these DMRs (Fig. 3d). We found that sensitized-specific DMRs tend to be hypo-methylated (hypo-DMR) compared with naïve and resolved USCs (Fig. 3d). 

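Of the 189 sensitized-specific DMRs in the paper's list, 183 were lower and 6 were higher in sensitized USCs than the mean of the other lines. Over the 183 hypo-DMRs, mean methylation was 27.2% in S1 and 18.7% in S2, against 65.6% in N1, 78.9% in N3, 73.3% in R1 and 70.01% in R4. Both sensitized lines lay below each of the other 4 lines in 181 regions and above each of them in 5. The largest difference from the other lines, -74.3 points, was on chromosome 15 of mm10 from 50972460 to 50973004, the region near Gm48913, with 8.16% ± 4.17 in sensitized, 89.9% ± 5.73 in naïve and 75.03% ± 6.19 in resolved USCs (SD, n = 2 each). It was followed by DMRs at the promoter of the long intergenic noncoding RNA gene CT025659.1 (-72.7 points), in an intron of Vgll4 (-70.4 points) and 4405 bp from Adgrb1 (-68.6 points). A DMR in an intron of Cd47, which encodes a surface protein that restrains phagocytosis, lies on chromosome 16 from 49840054 to 49840118 and had 17.0% ± 12.8 in sensitized, 80.8% ± 14.3 in naïve and 87.4% ± 12.8 in resolved USCs. In an intron of Apobec1, the cytidine deaminase that edits apolipoprotein B mRNA, a DMR on chromosome 6 from 122599539 to 122600563 had 7.91% ± 8.65 against 72.5% ± 1.52 and 73.8% ± 3.42. The remaining 4 of the 10 largest differences, from -67.9 to -63.6 points, lie in Snx10 and near Gm25096, Secisbp2l and Lmnb1, but the DMR near Gm25096 had a mean of only 0.5 reads per CpG in S1, 1 in S2 and at most 2.5 in any line. The 6 DMRs that were higher in sensitized USCs lie in Ccdc88b (48.2 points), near Rpap3 (40.4 points), in Spry2 (39.4 points), at the Col4a2 promoter (35.3 points), near Gm30339 (35.0 points) and at the Fv1 promoter (32.7 points). Without S2 the difference was 24.4 points in Spry2 and 23.00 points at Col4a2. Since the study selected these DMRs on the same lines, no p is given for them. In 7 of the 189 regions a line had a mean coverage under 5 reads per CpG.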

DNA methylation can reduce gene expression by inhibiting transcription factor binding and potentially affecting nucleosome occupancy, together resulting in less accessible chromatin^21^. Concordantly, we found that hypo-DMRs in sensitized USCs have corresponding increased ATAC-seq, H3K4Me3 and H3K27Ac signals (Fig. 3d), suggesting that these regions are enriched in marks for active promoters and enhancers. Looking at the average signals in the genomic regions (+/− 5 kb) surrounding sensitized-specific hypo-DMRs, we saw similar patterns of hypo-methylation, increased chromatin accessibility and increased active histone marks compared with naïve and resolved USCs (Fig. 3e). However, the repressive histone modification, H3K27Me3, was not correlated with sensitized-specific DMRs (Extended Data Fig. 5a,b). 

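The loss of methylation was centred on the hypo-DMRs themselves. Inside the 183 regions the CpGs were methylated to 22.8% ± 5.4 in sensitized, 72.0% ± 9.4 in naïve and 71.9% ± 2.0 in resolved USCs (mean ± SD, n = 2 lines each). In the first 500 bp on either side the values were 43.5% ± 3.1, 65.2% ± 5.7 and 64.4% ± 1.9. From 1 to 2 kb away they were 50.8% ± 1.4, 55.7% ± 3.1 and 54.9% ± 0.0041, and from 4 to 5 kb away 56.7% ± 0.97, 59.8% ± 3.1 and 58.5% ± 0.28. Both sensitized lines lay below all of the other 4 at each of these distances. No test was made of the profile, since the regions were selected on these lines, and CpGs with under 5 reads in any line were left out.

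**Figure D2:**
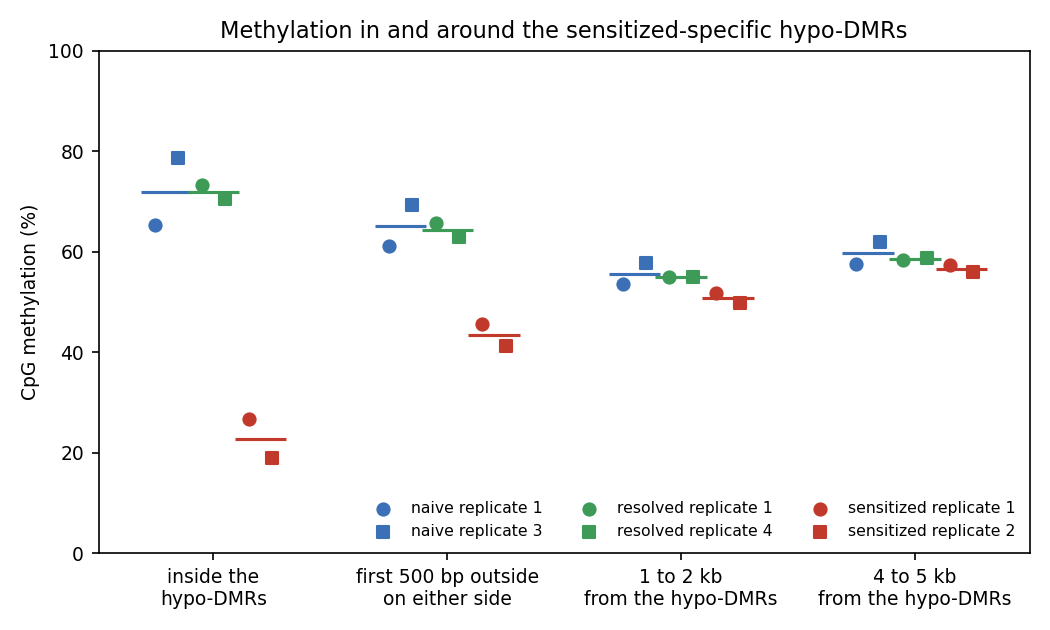
Methylation of CpGs inside the 183 sensitized-specific hypo-DMRs and at 3 distances from them, in percent, for each of the 6 USC lines. Points are lines and short bars are group means, which inside the regions are 22.8% in sensitized, 72.0% in naïve and 71.9% in resolved USCs.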

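Of the 183 sensitized-specific hypo-DMRs, 129 (70.5%) overlapped a gene or its promoter and 54 (29.5%) were intergenic. Introns held 91 of them (49.7%), coding exons 21 (11.5%), promoters 11 (6.01%), 5′ untranslated regions 4 (2.19%) and 3′ untranslated regions 2 (1.09%). Among 20000 tiles drawn at random from those tested, 59.4% were genic, with 47.7% in introns, 5.57% in coding exons, 3.77% in promoters, 0.45% in 5′ untranslated regions and 1.90% in 3′ untranslated regions. Hypo-DMRs were more often genic than these tiles, with an odds ratio of 1.64 (Fisher's exact test, two-sided p = 0.0024). The promoter DMRs include that of Ptgs2os2, while that of Casp1 fell in the class of 5′ untranslated regions. A region took the first class that covered at least 20% of it, in the order promoter (1 kb upstream of the transcription start), coding exon, 5′ and 3′ untranslated region, intron and intergenic, by the GENCODE annotation of GRCm38. The tiles hold at least 4 CpGs but were not matched to the hypo-DMRs in length or CpG density.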

The sensitized-specific hypo-DMRs are more associated with genic features such as promoters, exons and introns (Fig. 3f). A PCA plot of all DMRs separated sensitized USCs from naïve and resolved USCs (Fig. 3g). 

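Principal component 1 of the 1128 merged DMRs of the 3 comparisons held 63.8% of the variance and put S1 (673) and S2 (1030) on the side opposite to the other 4 lines, which lay between -786 (N3) and -187 (R1). Principal component 2 held 19.8%, with R1 at 724, R4 at 103, S2 at -36.1, S1 at -184, N3 at -300 and N1 at -307. Both resolved lines thus lay above both naïve lines on it, with the sensitized lines between, and R1 lay farthest from the rest. The naïve and resolved lines did not form separate groups on principal component 1, where N1 lay at -331 and R4 at -397. Scores are on methylation in percentage points, centred per region. The DMRs had been selected for differences between these groups. Over all 2043039 tested tiles, principal component 1 held 40.6% and the sensitized lines, at -3892 and -3278, lay between N1 (-7508) and R1 (-2856).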

GO pathway analysis of sensitized-specific hypo-DMRs showed enrichment in immune response and cell-cell adhesion-related pathways (Fig. 3h). Thus, USCs maintain epigenetic memories of a previous UPEC infection that differ on the basis of the initial infection outcome and are mediated by differential DNA methylation and active histone modifications.

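At promoters, 5 of 51028 genes were less methylated in sensitized than in naïve USCs, 0 were more methylated, and 0 differed between sensitized and resolved or between resolved and naïve USCs. The promoter of the noncoding RNA gene CT025659.1 had 34.5% ± 7.1 in sensitized and 87.0% ± 2.9 in naïve USCs (SD, n = 2 each), and that of the processed pseudogene Gm6440 had 25.8% ± 2.0 and 56.4% ± 1.5. In resolved USCs CT025659.1 had 79.6% ± 10.3 and Gm6440 58.9% ± 2.5. Sensitized minus resolved USCs was -44.8 points at CT025659.1 and -32.8 points at Gm6440 (quasi-likelihood test, adjusted p = 0.162 and 0.062). At Gm6440 the mean coverage per CpG was 36.0 reads in S1 and 27.4 in S2 against 17.5 to 24.4 in the other lines. The other 3, Tmem223, Tmem267 and 3110070M22Rik, were high in the naïve lines alone, with 36.8% ± 6.7, 41.1% ± 6.1 and 45.6% ± 6.2 in naïve against 8.96% ± 0.51, 12.3% ± 2.4 and 18.6% ± 1.6 in sensitized and 11.6% ± 0.0065, 11.9% ± 0.69 and 19.0% ± 3.5 in resolved USCs. Tmem267 and 3110070M22Rik start back to back on chromosome 13, at 119488039 and 119488383, so their windows share most CpGs. The adjusted p of the 5 promoters against naïve USCs ran from 0.0382 to 0.042 in the quasi-likelihood test. In none of the 14 gene lists fixed beforehand was a promoter called over all genes. Adjusted over the list alone, with the quasi-likelihood test and dispersions moderated by limma, Casp1 passed in the list of pyroptosis and inflammasome genes (sensitized minus naïve -52.0 points, adjusted p = 0.00259, and sensitized minus resolved -42.2 points, adjusted p = 0.0212), and Ptgs2os2 in the list of prostaglandin genes (-37.4 points, adjusted p = 0.0244, and -51.1 points, adjusted p = 0.00174). The paper's DMRs at both promoters had been called on these libraries, so these calls are not independent evidence. The difference of sensitized minus naïve USCs at Ptgs2os2 was -20.5 points without S1 and -50.5 points without S2. The median difference of sensitized minus naïve USCs was -4.29 points over 26 pyroptosis and inflammasome promoters, -4.67 over 38 of cytokines and chemokines, -1.69 over 46 of interferon response and antigen presentation and -0.394 over 37 of cell adhesion and junctions, against -2.25 for the other promoters. Between sensitized and resolved USCs the medians were -3.17 points for pyroptosis and inflammasome, -2.53 for cytokines and chemokines, -2.66 for interferon response and antigen presentation and -0.113 for cell adhesion and junctions, against -0.861 for the other promoters. Markers of other cell types gave -2.08 points (leukocytes), -0.376 points (fibroblasts and muscle) and -1.56 points (endothelium) for sensitized minus resolved USCs. For sensitized minus naïve USCs, these markers gave -4.66 points (leukocytes), -5.26 points (fibroblasts and muscle) and -2.95 points (endothelium). These falls came mostly from N3, since mean promoter methylation was 63.58% in N1, 70.71% in N3, 64.64% in S1 and 64.1% in S2 for leukocytes, 30.92%, 37.19%, 30.87% and 30.23% for fibroblasts and muscle, and 42.83%, 49.52%, 45.57% and 40.94% for endothelium. For pyroptosis and inflammasome the values were 48.92%, 55.1%, 47.24% and 45.16%, and for cytokines and chemokines 45.54%, 49.96%, 44.85% and 42.89%. The remaining lists were -0.523 for apoptosis and necroptosis, -0.935 for prostaglandins, -0.0633 for urothelial differentiation, -0.12 for glutathione and oxidative stress, -0.0438 for DNA methylation enzymes, 1.13 for imprinted and -0.334 for housekeeping promoters. The quasi-likelihood test had 2067 promoters at an unadjusted p under 0.05 for sensitized against naïve, 1116 for sensitized against resolved and 1174 for resolved against naïve USCs, each under 5% of the promoters tested, but without N1 it had 10484 for sensitized against naïve and 6398 for resolved against naïve USCs, and limma on M-values called 1, 0 and 0 promoters in the 3 comparisons. For sensitized against naïve USCs, 0 promoters were called without N3 or S2, 14 without N1 and 11 without R1, R4 or S1. Without R1, R4 or S1, some of the promoters called in this comparison were higher in sensitized USCs. For sensitized against resolved USCs promoters were called without S2, R4, R1 or S1. Without S2 most of these were higher in sensitized USCs, while Ptgs2os2, also called, was lower. For resolved against naïve USCs promoters were called without R4, N1 or R1. The GREAT enrichment over all genes was not repeated.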

### USC differentiation programmes associate with disease history

We then performed RNA-seq of naïve, resolved and sensitized USCs to investigate whether their altered epigenomes result in differential gene expression. We included juvenile naïve USCs (Fig. 1) as comparators for age differences. Again, PCA of all DEGs separates sensitized USCs from other groups along principal component (PC) 1 (Fig. 4a). Sensitized USCs had 108 and 73 differentially expressed genes (DEGs) compared with naïve and resolved USCs, respectively (Extended Data Fig. 6a,b), of which 40 genes were common to both comparisons (Fig. 4b). The top 15 DEGs included the glutathione transferase genes *Mgst1* and *Mgst3* (Fig. 4b). Enriched pathways in sensitized compared to naïve and resolved USCs include those related to protection against reactive oxidative species (ROS), nuclear receptor signalling and stem cell pluripotency (Extended Data Fig. 6c,d). In contrast, no genes were differentially expressed between resolved and naïve USCs. Juvenile naïve USCs separated from the adult naïve USCs mainly along PC2 (Fig. 4a), but this comparison only revealed 8 significant DEGs (Extended Data Fig. 7a). A PCA biplot shows that genes including *Znfx1* and *Ly6e* strongly influenced PC1, while genes including *Kank1* and *Krt1* strongly influenced PC2 (Extended Data Fig. 7b).

**Fig. 4:**
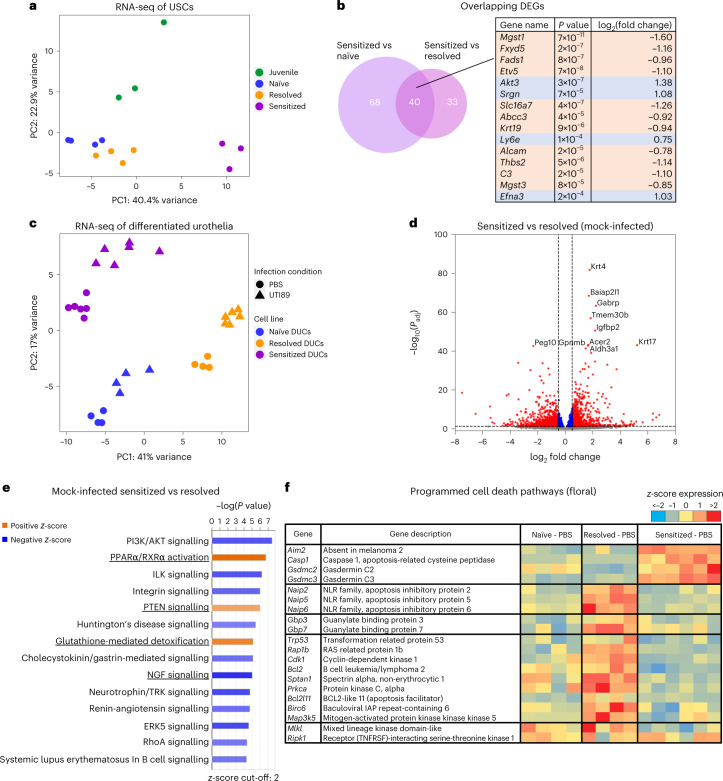
Differentiated urothelia originating from convalescent mice maintain differential transcriptomics observed in vivo. RNAs were isolated from (**a**,**b**) undifferentiated juvenile naïve, adult naïve, resolved and sensitized USCs (cell lines of *n* = 3, *n* = 4, *n* = 4, *n* = 3 from 14 mice), or (**c**–**f**) differentiated urothelia of naïve, resolved and sensitized cells (different cultures from N3, R3 and S3) with or without UPEC infection, then analysed by RNA-seq and by differential analysis. **a**, A PCA of USC RNA-seq by significantly differentially expressed genes shows that samples are clustered by cell lines (previous infection outcome). **b**, Forty differentially expressed genes (DEGs) were overlapping between sensitized vs naïve and sensitized vs resolved USCs. The top 15 overlapping DEGs are listed in the table. **c**, A PCA of differentiated urothelial RNA-seq shows clustering by cell lines (previous infection outcome) and secondary infection condition. **d**, A volcano plot comparing mock-infected sensitized vs resolved differentiated urothelia. DEGs with FC >0.5, *P*_adj_ <0.05 are indicated as red dots. **e**, Pathway analysis was used to assess the biological pathways enriched in differentially expressed genes in mock-infected sensitized relative to resolved differentiated urothelia. Significance was determined using a right-tailed Fisher’s exact test, with *P*_adj_ < 0.05 being considered as significantly enriched pathways. Shown are selected pathways with *z*-score >2 and –log(*P* value) >4.2 from the specific enriched pathways by IPA. Pathways overlapping between mock-infected and UPEC-infected differentiated urothelia (Extended data Fig. 8d) are underlined. **f**, A heat map showing programmed cell death associated genes that are differentially expressed in mock-infected naïve, resolved and sensitized differentiated urothelia. Significance of DEGs was determined using Wald test, followed by multiple test correction using Benjamini-Hochberg FDR for adjusted *P* value. Source data

Despite the large number of epigenetic changes found in sensitized USCs, only a few DEGs were observed when USCs were cultured under stem cell-promoting conditions, suggesting that the epigenetic changes we found may have a greater impact on gene expression upon cell differentiation. Therefore, we performed RNA-seq of differentiated urothelia with or without UPEC infection. PCA of all DEGs showed that the transcriptional profiles of mock-infected differentiated urothelia segregated by infection history (Fig. 4c), indicating intrinsic differences in the differentiated urothelia due to previous infection history. Infection largely caused a uniform shift in the PCA plot for each cell line (Fig. 4c), probably reflecting a conserved transcriptional response to UPEC infection in each convalescent state (Extended Data Fig. 8a). Notably, expression of the Cox-2 encoding gene, *Ptgs2*, was more highly induced upon infection of sensitized and resolved urothelia compared with naïve (Extended Data Fig. 8b), in agreement with a recent in vivo study^7^. Differential gene expression between mock-infected sensitized and resolved differentiated urothelia were visualized in a volcano plot (Fig. 4d), and pathway analysis of DEGs was performed (Fig. 4e). Sensitized differentiated urothelia displayed activation of PTEN signalling, PPARɑ/RXRɑ and Glutathione-mediated detoxification pathways relative to resolved differentiated urothelia, independent of UPEC infection (Fig. 4e and Extended Data Fig. 8c,d). Several of the DEGs were TF genes, including *Klf4* and *Klf5*, (Extended Data Fig. 9), suggesting these may play a role in driving and maintaining unique epigenetic changes in sensitized urothelial cells compared with the other cell types.

### Sensitized USC reprogramming reveals trained immunity signal

Based on our GO pathway analysis data implicating PCD pathways in sensitized-accessible DARs (Fig. 3c) and our in vivo observations that the remodelled sensitized urothelium is characterized by severe exfoliation and Cox-2 inflammation-dependent mucosal wounding during UPEC infection^6^, we specifically interrogated DEGs involved with PCD pathways. A heat map of gene expression shows that many genes associated with PCD pathways were differentially expressed in sensitized and resolved differentiated urothelia relative to each other and to adult naïve differentiated urothelia (Fig. 4f). While *Casp1* (which was the most highly upregulated gene when comparing mock-infected sensitized urothelia to resolved (Supplementary Table 2)) and other pyroptosis-related genes (including *Aim2*, *Gsdmc2* and *Gsdmc3*) were upregulated in sensitized differentiated urothelia, other pyroptosis-related genes (such as the *Naips*) as well as apoptosis and necroptosis-related genes were upregulated in resolved differentiated urothelia, suggesting that resolved and sensitized cells are predisposed to different PCD mechanisms during UPEC infection.

We next examined whether DNA methylation differences in the USCs correlated with RNA-seq fold changes in the differentiated urothelia between sensitized and resolved USCs, focusing on DMRs at promoter sites (Fig. 5a). Most genes, including *Casp1* and *Ptgs2os2* (a positive regulator of Cox-2 expression *in cis* and pro-inflammatory response regulator *in trans*), showed a negative correlation between relative gene expression and the level of DNA methylation at that gene’s promoter site (Fig. 5a). 

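In the 1 kb on either side of the transcription start, 9 of the 11 genes of Fig. 5a were less methylated in sensitized than in resolved USCs, 4 of them by more than 30 points. Casp1, which encodes the inflammatory caspase that cleaves gasdermin D and pro-IL-1β, had 30.8% ± 12.3 in sensitized and 73.8% ± 11.8 in resolved USCs (SD, n = 2 lines each). Ptgs2os2 had 35.0% ± 21.3 and 83.9% ± 4.2, the aldo-keto reductase gene Akr1e1 18.9% ± 22.4 and 59.9% ± 11.4, and Gm17334 51.1% ± 4.8 and 88.6% ± 0.23. Uba7, which encodes the activating enzyme of the ubiquitin-like protein ISG15, had 43.7% ± 6.5 and 65.1% ± 12.3. B4galt3 differed by -7.42 points, Gm826 by -4.66, Pou2f2 by -1.50 and Ly6e by -1.31, while Apobec1 (0.801 points) and Tcirg1 (0.351 points) were no lower. Single lines moved several of these values, with B4galt3 at -2.88 points without R1 and -11.7 without R4, Gm826 at -1.19 without S1 and -7.00 without S2, Pou2f2 at -3.80 without S1 and -0.0739 without S2, Apobec1 at 0.189 without S2 and 1.66 without S1, Tcirg1 at -0.865 without R4 and 1.80 without R1, Uba7 at -11.8 instead of -22.0 without R1 and Akr1e1 at -26.2 without S2. These windows are not the DMRs, whose methylation differences Fig. 5a plots. In the paper's sensitized-specific DMRs in these genes, which were selected on the same lines, mean methylation in sensitized and resolved USCs was 39.83% and 87.86% in one and 42.52% and 86.59% in the other DMR of B4galt3, 5.058% and 53.03% in one and 7.913% and 73.77% in the other DMR of Apobec1, 5.746% and 60.04% in Ly6e, 25.02% and 65.69% in Tcirg1, 16.91% and 60.54% in Pou2f2 and 3.546% and 24.41% in Gm826. None of the 11 promoters passed the quasi-likelihood test over all genes in any comparison. Between sensitized and resolved USCs the smallest adjusted p in that test was 0.162 for Gm17334, followed by 0.365 for Ptgs2os2 and 1 for Casp1. Between sensitized and naïve USCs it was 0.0859 for Gm17334, followed by 0.203 for Casp1. Values of RNA are the paper's, from the first 1998 of the 14530 genes in its table of mock-infected differentiated urothelia. These were different cultures of a single line per group, R3 and S3 here, and not of R1, R4, S1 or S2. In that table the log2 fold change of sensitized over resolved urothelia was 6.81 for Casp1, 6.35 for Akr1e1, 2.30 for Ptgs2os2 and 0.78 for Ly6e. For Casp1 its standard error was 1.12, at a mean count of 9.19. The other 7 genes were not in the part used here, so no correlation was computed. The genes found stand in falling order of the paper's test statistic, from 7.09 for Ly6e to 4.55 for Ptgs2os2. If the table is ranked by it, the 7 absent genes are the weaker ones. The genes found therefore need not represent the 11.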

Using the WashU Epigenome Browser, chromatin accessibility, DNA methylation and histone modification marks were visualized at the *Casp1* and *Ptgs2os2* loci (Fig. 5b,c). 

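Casp1 (ENSMUSG00000025888.5) lies on the plus strand of chromosome 9 of mm10 from 5298517 to 5307265, and the paper's DMR from 5298382 to 5299164 spans its transcription start with 12 CpGs. In this DMR 13.4% ± 13.6 of the calls at CpGs were methylated in sensitized, 80.7% ± 11.4 in naïve and 72.6% ± 12.5 in resolved USCs (SD, n = 2 lines each). Ptgs2os2 (ENSMUSG00000097754.1), a long intergenic noncoding RNA gene, lies on the minus strand of chromosome 1 from 150159043 to 150164948, and its DMR from 150164823 to 150165378 spans the start with 17 CpGs. There methylation was 22.8% ± 20.9 in sensitized, 64.1% ± 7.7 in naïve and 81.2% ± 3.2 in resolved USCs. Between the sensitized lines, Casp1 had 23.1% in S1 (Wilson 95% interval 18.4 to 28.4) and 3.76% in S2 (1.92 to 7.24), and Ptgs2os2 had 8.00% in S1 (5.83 to 10.9) and 37.6% in S2 (32.7 to 42.8). The intervals treat the calls at neighbouring CpGs as independent although a read can span several, so they are narrower than the counting error. Both sensitized lines lay below every other line at both loci, with a difference from the other 4 lines of -63.3 points at Casp1 and -49.9 points at Ptgs2os2. Since the study selected both DMRs on these lines, no p is given for them. In the 1 kb upstream of the Casp1 start, outside most of the DMR, sensitized lines were at 62.8% ± 6.6. The difference there was -13.4 points (exact permutation test, two-sided p = 0.2). With 15 splits of the lines the smallest p this test allows is 0.067, so it could not have passed 0.05. Of the tested tiles, one in the Ptgs2os2 DMR, from 150165001 to 150165500, was called between sensitized and resolved USCs (-61.6 points, adjusted p = 0.0453, quasi-likelihood test), and 0 of 2 tiles were called at Casp1. The Ptgs2os2 call was lost with limma on M-values. In tiles that test recovered 0 of 200 simulated differences of 60 points, so this loss is uninformative. The call was also lost with 250 bp or 1000 bp tiles and with a minimum of 10 reads or 1 read. It was also lost at an FDR below 0.01, on chromosomes 1 to 19 only, and without R1 or S1. The single-CpG test called 2 regions at Ptgs2os2 between sensitized and resolved USCs and 1 between sensitized and naïve USCs. A tile at Casp1 was called between sensitized and naïve USCs with at least 2 CpGs per tile and with only those groups in the fit. Leaving out R1 or R4 repeats the latter fit for this comparison, so it is not a further check. The other tile settings that kept every line called no tile at Casp1. The single-CpG test called a region there against both naïve and resolved USCs. On the strand of the gene, the reference sequence from 50 bp before to 50 bp after the start is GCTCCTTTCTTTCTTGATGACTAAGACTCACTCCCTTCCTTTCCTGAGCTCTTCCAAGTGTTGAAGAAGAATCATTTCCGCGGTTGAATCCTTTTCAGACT for Casp1 and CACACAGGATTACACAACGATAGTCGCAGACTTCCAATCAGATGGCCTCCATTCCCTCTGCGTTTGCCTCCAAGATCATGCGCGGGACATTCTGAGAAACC for Ptgs2os2.

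**Figure D3:**
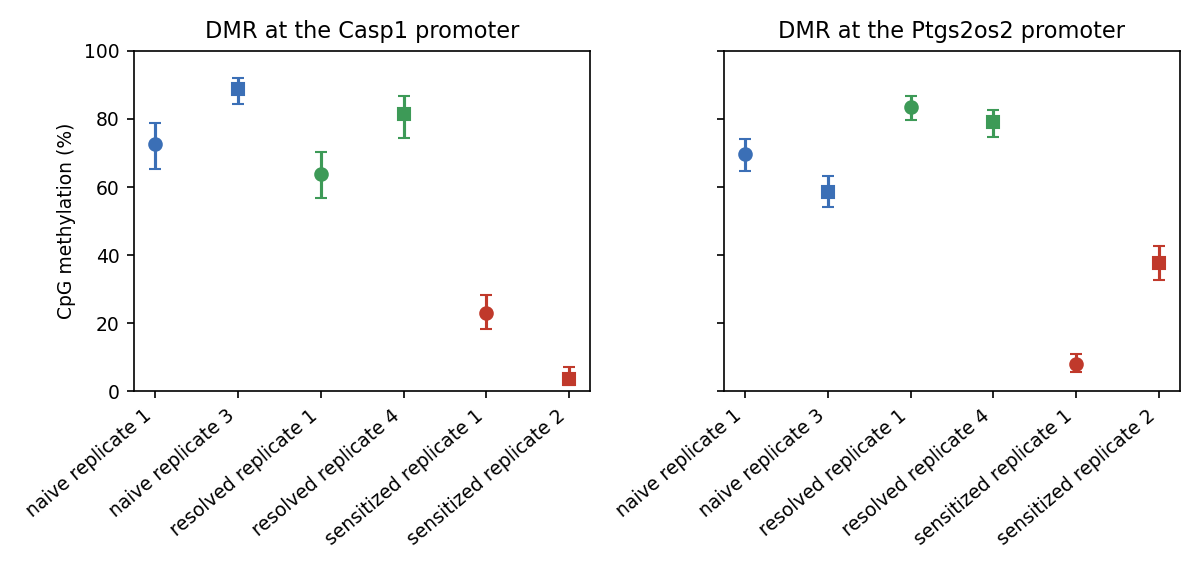
Methylation, in percent of calls at CpGs, of the DMRs at the Casp1 and Ptgs2os2 promoters in each of the 6 USC lines. Points are lines, bars are Wilson 95% intervals with all calls taken as independent, which makes them too narrow, and the sensitized lines sit at 23.1% and 3.76% for Casp1 and at 8.00% and 37.6% for Ptgs2os2.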

The *Casp1* and *Ptgs2os2* promoter loci of sensitized USCs are each relatively hypo-methylated while also being enriched in the active histone marks, H3K4Me3 and H3K27Ac, relative to naïve and resolved USCs (Fig. 5b,c and Extended Data Fig. 10a). Several TFs that were enriched in sensitized-accessible DARs (Extended Data Fig. 3a), such as members of the Sox and AP-1 families (Klf5, ETS and RUNX2), have predicted binding sites near the *Casp1* promoter as indicated on the Epigenome Browser map (Extended Data Fig. 10b). *Casp1* expression by RT–qPCR was approximately 1,000-fold higher in sensitized differentiated urothelia compared with resolved or naïve USCs, independent of UPEC infection (Fig. 5d). Concordantly, immunoblot staining showed detectable caspase-1 only in sensitized differentiated urothelia (Fig. 5e), in agreement with our previous ex vivo proteomics of convalescent sensitized mouse urothelium^8^.

**Fig. 5:**
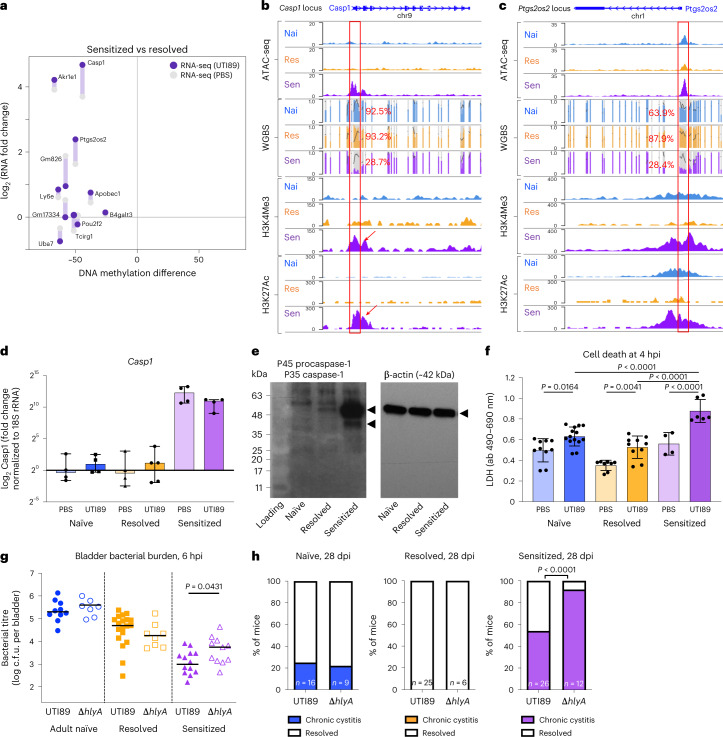
Increased caspase-1-mediated inflammatory cell death in sensitized USCs may protect sensitized mice from acute and chronic UPEC infection. **a**, For those DMRs found within 1 kb of promoter regions, RNA-seq fold changes comparing sensitized vs resolved differentiated urothelia either with (*y* axis, dark purple dots) or without infection (*y* axis, grey dots) were plotted against the DNA methylation differences (*x* axis) between sensitized and resolved USCs. **b**,**c**, Differences in chromatin accessibility (ATAC-seq), DNA methylation (WGBS) and active histone modifications (H3K4me3 and H3K27ac) at the *Casp1* (**b**) and *Ptgs2os2* (**c**) loci in different USC lines were visualized as combined tracks using the WashU Epigenome Browser map. In WGBS data, the average % methylation at the *Casp1* and *Ptgs2os2* promoter sites (red box) are indicated; colour bars represent % methylation, grey backgrounds represent CpGs, and black lines indicate sequencing depth. CpGs within the *Casp1 and* *Ptgs2os2* promoter regions have 8–25x and 18–23x read coverage, respectively. **d**, Gene expression of *Casp1* in differentiated urothelia was measured by RT–qPCR (data from *n* = 4, 4, 4, 5, 4, 4 samples generated from adult naïve, resolved and sensitized differentiated urothelia that are then infected with either PBS or UTI89, respectively, are represented as mean ± s.d.). **e**, Protein expression of caspase-1 using two different cell lines (N2, R2, S2 and N3, R3, S3) was assessed by western blot, and N3, R3 and S3 are represented. **f**, Cell death of differentiated urothelia 4 h after UTI89 infection was measured by LDH assay. Data are mean ± s.d., obtained from *n* = 7, 10, 14, 8, 10, 4, 6 samples from generated from adult naïve, resolved and sensitized differentiated urothelia, 2–3 biologically independent cell lines, per condition, that are then infected with either PBS or UTI89, respectively; significance was determined with a one-way analysis of variance (ANOVA). **g**,**h**, Naïve, resolved and sensitized mice were challenged with 10^7^ c.f.u. of WT UTI89 (HlyA+) or UTI89Δ*hlyA*. Data are combined from 2–3 independent experiments. **g**, Bladder bacterial burdens at 6 hpi (*n* = 10, 7, 19, 8, 14, 11 adult naïve, resolved and sensitized mice challenged with 10^7^ c.f.u. of either UTI89 or UTI89ΔhlyA, respectively) examined over 2–3 independent experiments. Bars indicate median values and two-tailed Mann–Whitney *U* test was used to determine significance. **h**, Incidence of chronic cystitis at 28 dpi. Two-sided Fisher’s exact test; *P* values are indicated when significant. Source data

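In single lines, the 12 CpGs of the Casp1 DMR had 3 to 30 reads each and the 17 CpGs of the Ptgs2os2 DMR 11 to 36. At Casp1 the mean per CpG was 14.0 reads in N1, 21.5 in N3, 15.4 in R1, 12.6 in R4, 22.4 in S1 and 17.8 in S2. At Ptgs2os2 it was 21.1 reads in N1, 26.3 in N3, 25.2 in R1, 23.2 in R4, 26.5 in S1 and 20.6 in S2. Summed over the CpGs of the DMR, a line's value rested on 151 to 269 calls at Casp1 and on 351 to 450 at Ptgs2os2, and the number of reads is smaller, since a read is counted at each CpG it spans. Requiring at least 5 reads in every line left 10 CpGs at Casp1, with 13.1% ± 13.4 in sensitized, 79.6% ± 11.8 in naïve and 69.6% ± 15.5 in resolved USCs, and all 17 at Ptgs2os2.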

In our previous studies, we found that the secreted pore-forming bacterial toxin α-hemolysin (HlyA), commonly produced by UPEC, induces caspase-1 and caspase-11(caspase-4 in humans)-dependent pyroptosis in human and mouse urothelial cells—a protective response that leads to exfoliation of infected cells^22^. We hypothesized that enhanced caspase-1 expression in the sensitized differentiated urothelium would lead to a more robust pyroptotic cell death response upon wild type (WT) (HlyA+) UPEC infection in vitro. A lactate dehydrogenase (LDH) cytotoxicity assay demonstrated that UPEC infection induced cell death in naïve, resolved and sensitized differentiated urothelia (Fig. 5f), but cell death was significantly greater in sensitized differentiated urothelia. In challenge infections using WT UTI89 and UTI89Δ*hlyA* strains in naïve, resolved and sensitized mice, we observed that Δ*hlyA* infection, which does not activate caspase-1-mediated pyroptotic cell death, showed significantly increased bacterial burdens in sensitized mice compared with WT mice, whereas no differences were observed in naïve and resolved mice (Fig. 5g). Furthermore, the incidence of recurrent chronic cystitis at 28 d post-infection was significantly increased in sensitized mice when infected with Δ*hlyA* compared with WT (Fig. 5h), indicating that caspase-1 overexpression in sensitized urothelial cells is a protective response that helps to resolve challenge UPEC infection.

## Discussion

Previous studies have shown that long-lasting bladder tissue remodelling occurs in response to UPEC infection, and this remodelling is accompanied by changes in susceptibility to subsequent infection, depending on previous infection outcomes^5–7^. We hypothesized that this altered susceptibility is mediated, at least in part, by the development of trained immunity at the bladder epithelial mucosa. In contrast with adaptive immunity, which encompasses antigen-specific responses by T and B lymphocytes, ‘trained immunity’ is characterized by antigen non-specific tissue adaptation to acute and chronic inflammation, sometimes in response to infection, and has been predominantly studied in professional innate immune cells such as macrophages, monocytes, dendritic cells and natural killer cells^23–25^. Here we used a primary epithelial cell culture system^10^ to elucidate the urothelial-intrinsic contribution to bladder mucosal remodelling as a consequence of a previous infection, discovering evidence for epigenetic reprogramming of the urothelial stem cells as a mechanism of trained immunity to subsequent urinary tract infection.

The bladder urothelium of previously infected mice is known to be resistant to intracellular colonization relative to age-matched naïve mice^6,7^. However, the mechanism for this intracellular colonization resistance differs between resolved and sensitized mice. In resolved mice, UPEC initially form intracellular bacterial communities in the superficial facet cells, similar to that in adult naïve mice, but they are rapidly shed within the first 6 h of infection via enhanced TNFα-mediated inflammation^7^. In contrast, intracellular bacterial communities do not form at all in sensitized urothelium in vivo, probably due to the small cell size and actin-gating of the incompletely differentiated superficial cells^6,26^. In this work, we have elucidated another facet of bladder colonization resistance in sensitized urothelium, where HlyA-mediated urothelial cell death and exfoliation further reduces early bladder colonization. This effect is probably a consequence of the increased baseline expression of caspase-1 and perhaps other inflammasome-associated factors, such as Gasdermins C2 and C3 that can act as terminal effectors of inflammatory cell lysis^27^, which were observed here in vitro and were previously described in ex vivo proteomics studies of mouse urothelia^8^. *Aim2*, which encodes a cytosolic innate immune sensor that can activate the caspase-1 inflammasome, was also more highly expressed in sensitized differentiated urothelia. In the skin of mice, imiquimod and the resulting inflammation enables the skin to have a more rapid Aim2-mediated response to a secondary inflammatory insult^28^, suggesting that epigenetic reprogramming of inflammasome components may be a common mechanism for priming inflammation sensors to prepare for secondary exposure at barrier tissue sites. Furthermore, in mice, maternal interleukin-6 (IL-6) produced in response to infection can induce epigenetic changes in fetal intestinal epithelial stem cells in utero^29^. In contrast to these previous studies, our work demonstrates a direct role of a mucosal bacterial infection in eliciting specific epigenetic changes to mucosal epithelial stem cells that alter the outcome of subsequent infections.

The protective caspase-1-mediated trained immunity in the sensitized bladder is often overcome by Cox-2-dependent inflammation that occurs in response to high bacterial burdens during the first 24 h of acute rUTI^6,8^. Cox-2 expression occurs mainly at the basal urothelial cell level, but its activity can elicit mucosal wounding through excessive recruitment of neutrophils, thereby transforming the colonization landscape in favour of extracellular colonization and growth of the bacteria. Thus, sensitized mice have competing protective and sensitizing responses to challenge infection, which typically manifest as an extreme bimodal distribution of infection burdens by 24 h post-infection^5^. Although both resolved and sensitized bladders have enhanced early Cox-2 responses in vivo, by 24 h post-infection, the bladder inflammatory response is only sustained in sensitized mice^7^ and Cox-2 inhibition protects sensitized mice against severe recurrent cystitis^6,8^. Similarly, infection-induced *Ptgs2* gene (encoding Cox-2) expression was enhanced in both sensitized and resolved differentiated urothelia relative to naïve. However, the expression of the *Ptgs2os2* gene, which encodes LincRNA-Cox-2, a positive regulator of *Ptgs2* expression and general inflammation^30^, differed between these cell lines, being increased in sensitized relative to resolved differentiated urothelia. Concordantly, we found differential epigenomic marks that were associated with increased accessibility of the *Ptgs2os2* locus in the sensitized USCs, suggesting that *Ptgs2os2* expression in differentiated urothelia is altered by epigenetic changes in the USCs. Thus, epigenetic changes to the *Ptgs2os2* locus may play a role in promoting the sustained pro-inflammatory responses of the sensitized bladder, thus overcoming the protective function of increased *Casp1* expression.

Changes in expression of DNA methyltransferases, which methylate CpG sites of DNA, have been implicated as a mechanism for remodelling the epigenome in response to acute UPEC infection^31^, potentially explaining how a previous infection, whether self-resolving or chronic, could alter the USC epigenome. However, chronic inflammation itself is also a potent inducer of epigenetic memory that could explain the differences in epigenetic marking between resolved and sensitized USCs. One model for this rewriting of the epigenome is the presence of so-called ‘memory domains’ where ‘pioneer’ TF binding to nucleosomes in response to stimuli opens up chromatin in stress-responsive loci and allows epigenetic writers to remodel the chromatin to allow it to remain open after the stimuli are removed^32^. Klf4, which was upregulated in sensitized differentiated urothelia compared with resolved urothelia, is a known pioneer TF^33^. Further, our motif discovery analyses support the hypothesis that epigenetic remodelling in the USCs occurs primarily at AP-1-associated DARs in response to a self-limiting acute infection (resolved-accessible DARs), but that severe acute infection leading to chronic infection and inflammation (sensitized-accessible DARs) induces epigenetic remodelling not only at AP-1-associated DARs, but also at additional TF-associated DARs, such as those with Klf and Sox family motif sites.

Our discovery of epithelial stem cell epigenetic reprogramming upon UPEC infection has implications for understanding the mechanism of epithelial-intrinsic trained immunity against not only UTIs, but also other types of infection or inflammatory disease. Further mechanistic studies may lead to novel therapies for a range of recurrent infections and inflammatory diseases. For example, therapeutic use of an inhibitor of histone demethylase LSD1, which is overexpressed in skin epithelial cancer, drives notable increases in H3K4 methylation in the cells, thus leading to both premature epidermal differentiation and the repression of squamous cell carcinoma^34^. Therefore, further investigation to identify which epigenetic factors, TFs or inflammatory mediators are directly responsible for establishing and maintaining these specific epigenetic memories in vivo would provide deeper mechanistic insights and shed light on potential therapeutic targets to prevent rUTIs and/or reverse the epigenetic imprinting that leads to increased susceptibility to recurrent disease.

## Methods

### Ethics statement

All animal experimentation was conducted according to the National Institutes of Health guidelines for the housing and care of laboratory animals. All experiments were performed in accordance with institutional regulations after review and approval by the Animal Studies Committee at Washington University School of Medicine in St Louis, Missouri.

### Bacterial strains

The UPEC strains used in this study were the human cystitis isolate UTI89 and derivative thereof: UTI89 attHK022::COM-GFP (UTI89-KanR)^35^, UTI89 pANT4 and UTI89 hlyA::KD13 (UTI89 Δ*hlyA*-KanR)^22^. For both mouse and in vitro infection, UTI89 strains were cultured statically in lysogeny broth (LB) at 37 °C overnight, subcultured 1:1,000 into fresh media and cultured statically at 37 °C for 18 h.

### Mouse infections

Female C3H/HeN mice (Envigo) were 7–8 weeks old (‘juvenile’) at the time of the initial infection. A total of 10^8^ c.f.u. of UTI89 were inoculated into the bladder of C3H/HeN mice by transurethral catheterization^5,36^. C3H/HeN mice develop chronic cystitis in an infection dose-dependent manner and this inoculum results in chronic cystitis in ~50% of mice^6^. To monitor infection outcomes, urine was collected. Persistent bacteriuria (10^4^ c.f.u. ml^−1^) is defined as a specific and sensitive cut-off for detecting chronic cystitis^5^. Chronic cystitis during initial infection was defined as persistent high bacteriuria (>10^4^ c.f.u. ml^−1^ urine) at every timepoint urine was collected (1, 3, 7, 10, 14, 21 and 28 d post-infection), while resolution of cystitis was defined as urine bacterial titre dropping below this cut-off in at least one timepoint.

At 4 weeks post-infection, all mice were treated with trimethoprim and sulfamethoxazole in the drinking water for 10 d (54 and 270 μg ml^−1^ water, respectively)^6^. Urine was collected weekly to confirm clearance of bacteriuria. Four weeks after the initiation of antibiotics, naïve, resolved and sensitized mice were used to isolate primary USCs or used for secondary infection assay. For the secondary infection, mice were challenged with 10^7^ c.f.u. of bacteria inoculated into the bladders, then humanely euthanized at 6 h post-infection, and bacterial burdens were determined to assess acute outcomes.

### Cell line culture

Human bladder carcinoma epithelial cells, designated 5637 (ATCC HTB-9) cells, were cultured in RPMI-1640 medium containing 10% FBS at 37 °C in the presence of 5% CO_2_.

### Primary USC isolation and culture

Bladder tissue from juvenile, convalescent naïve, resolved and sensitized mice were isolated, bisected and incubated in stripping solution at 4 °C overnight. The urothelial cells were scraped off from the bladder tissue, spun down at 4 °C at 300 *g* for 5 min, resuspended in fresh collagenase IV solution and incubated with rocking at 37 °C for 20 min. The cells were disaggregated by gentle pipetting, filtered with a 100 μm strainer, then washed with washing media. The cells were cultured in matrigel (BD Biosciences) with 50% L-WRN CM containing 10 mM Y-27632 and 10 mM SB431542 (R&D System)^9^. Media were changed every 2 d and cells were passaged every 3 d (1:2–3 split). USCs were used for experiments after 10 passages to remove any remaining non-stem urothelial cells.

### Differentiated urothelium culture on transwell

USCs were washed in PBS with 0.5 mM EDTA, trypsinized in 0.05% Trypsin and 0.5 mM EDTA for 1 min at 37 °C, dissociated by vigorous pipetting, filtered through a 40 μm cell strainer and resuspended in washing media. Transwells (Corning Costar, 3413) were coated in PBS with 1:40 Matrigel for 30 min at 37 °C. Then 3–4 × 10^4^ USCs were seeded on the transwell insert, and 100 μl and 600 μl 50% CM containing 10 mM Y-27632 were added to the apical and basolateral compartments of the transwell, respectively.

### TER measurements

Resistance of the urothelial multilayers was assessed by TER measurement using an epithelial volt-ohm metre (World Precision Instruments). The average value of triplicate measurements was multiplied by the area of the transwell membrane (0.33 cm^2^) to obtain a final value in ohm × cm^2^ (ref. ^37^).

### In vitro UPEC infection assay

When urothelium was fully differentiated (TER value >4,000 ohm × cm^2^), cultures were washed 3 times in warm DMEM/F12 media and infected with UPEC strains at multiplicity of infection 10. Transwells were then incubated at 37 °C for 30 min, changed to media containing 100 μg ml^−1^ gentamicin to clear the extracellular bacteria and cultured for an extended time. After infection, apical and basolateral media were spun down at 2,000 *g* at 4 °C for 5 min and used for LDH assay (TaKaRa, MK401). Transwells were washed with sterile PBS, then used for various analyses.

### Whole-mount confocal staining

Differentiated urothelia on transwells were washed and fixed in PBS with 4% paraformaldehyde for 15 min and rinsed 3 times with PBS. Subsequently, 100 μl 0.2% Triton X was added for 10 min then dumped and the cells were incubated in 100 μl 2% BSA for blocking for 30 min. The samples were stained with primary antibody, mouse monoclonal anti-keratin 20 (Abcam, ab854, 1:200) and secondary antibody, Alexa Fluor 647 donkey anti-mouse IgG (Invitrogen, A-31571, 1:1,000), then further stained with Alexa Fluor 555 Phalloidin (ThermoFisher, A34055, 1:200) and 4′,6-diamidino-2-phenylindole (DAPI) (ThermoFisher, D1306, 1:1,000). For confocal microscopy,va ZEISS LSM880 laser scanning microscope with Airyscan was used. Fiji ImageJ and macro programme were used to automatically calculate urothelial cell surface area in *z*-stacked confocal images.

### Histopathology and immunofluorescence

USCs or differentiated urothelia were fixed overnight in 10% formaldehyde at 4 °C. After washing in PBS, the fixed samples were pre-embedded into 2% agar, cut vertically, put in transwells side face up, embedded again in paraffin blocks and sectioned. The slides were stained for H&E and immunostained for selected antibodies. For immunofluorescence staining, slides were deparaffinized, hydrated, blocked with 10% heat-inactivated horse serum (HIHS) and 0.3% Triton X-100 in PBS, incubated with primary antibody in 1% HIHS and PBS overnight at 4 °C and secondary antibody in PBS for 30–60 min at room temperature^6^. The primary antibodies used were mouse monoclonal anti-keratin 20 (Abcam, ab854, 1:200), goat polyclonal anti-E-cadherin (R&D Systems, AF748, 1:500), goat polyclonal anti-uroplakin 3a (Santa Cruz, sc-15186, 1:500), mouse monoclonal anti-uroplakin 3a (Fitzgerald, 10R-U103a, 1:50), rabbit polyclonal anti-p63 (GeneTex, GTX102425, 1:1,000), rabbit monoclonal anti-K5 (Abcam, ab150074, 1:100) and mouse monoclonal anti-keratin 14 (Santa Cruz, sc-53253, 1:50). Alexa Fluor secondary antibodies and DAPI were used at 1:1,000 dilution. Further antibody information is provided in Supplementary Table 3. Samples were visualized on a Zeiss Axio Imager M2 Plus wide-field fluorescence microscope.

### Scanning electron microscopy (SEM)

Differentiated urothelia were washed 3 times in PBS, fixed in EM fixative (2% paraformaldehyde, 2.5% glutaraldehyde in 1× PBS) for 1 h on ice and washed 3 times in PBS. Samples were then post-fixed in 1.0% osmium tetroxide, dehydrated in increasing concentrations of ethanol, then dehydrated at 31.1 °C and 1,072 p.s.i. for 16 min in a critical point dryer^6^. Samples were mounted on carbon tape-coated stubs and sputter-coated with gold/palladium under argon^6^, then imaged on a Zeiss Crossbeam 540 FIB-SEM.

### RNA isolation and RT–qPCR

RNAs were extracted from USCs or differentiated urothelia using RNAeasy Plus mini kit (Qiagen) and reverse-transcribed with iScript Reverse Transcription Supermix (BioRad). We used 1 μl 12.5 ng μl^−1^ ccomplementary DNA with intron-spanning primers specific to each gene, and iQ SYBR Green Supermix was used according to the manufacturer’s instructions (BioRad). Sequences of the primers we used in this study are listed in Supplementary Table 4. Expression values were normalized to 18S, and relative expression compared to control was determined by the cycle threshold (ΔΔCt) method^38^. Each sample was run in triplicate, and average Ct values were calculated.

### RNA-seq and data analysis

Illumina cDNA libraries were generated using a modified version of the RNAtag-seq protocol^39^. Briefly, 1 μg of total RNA was fragmented, depleted of genomic DNA, dephosphorylated and ligated to DNA adaptors carrying 5’-AN_8_-3’ barcodes of known sequence with a 5’ phosphate and a 3’ blocking group. Barcoded RNAs were pooled and depleted of ribosomal RNA using the Ribo-Zero rRNA depletion kit (Illumina). cDNA libraries were generated by adding a second adaptor by template switching and PCR amplification with primers carrying Illumina P5 or P7 sequences, then the libraries were sequenced on the Illumina HiSeq 2500. Paired-end sequencing reads in a pool were demultiplexed on the basis of their associated barcode sequence using custom scripts (https://github.com/broadinstitute/split_merge_pl). Reads were then trimmed using cutadapt v1.6 and trimmed reads were aligned to the *Mus musculus* mm10 genome using tophat2 v2.0.11 and bowtie2 v2.2.2. Gene counts were conducted by HTSeq v0.6.0 and read counts were assigned to annotated transcripts using Salmon v0.8.2^7^.

Read normalization and differential expression were conducted with DESeq2 v1.14.0^40^. rlog transformations of DESeq-normalized reads were used for PCA plots. Fragments per kilobase of transcript per million mapped reads (FPKM) normalization of DEseq2 reads was used for *z*-score heat maps. TF expression was determined using DESeq2 FPKM-normalized values and a list of mouse TFs (*n* = 453) from HOCOMOCO v11^41^, a TF database of validated TF motifs. An adjusted *P* value cut-off of 0.05 was used and TF candidate expression was visualized using *z*-score heat maps. Statistically significant differences in gene expression were assessed by the Wald test, followed by multiple test correction using Benjamini-Hochberg false discovery rate (FDR), with adjusted *P* < 0.05 being considered significant. Pathway analyses were performed with ingenuity pathway analysis (IPA). Significance was determined by a right-tailed Fisher’s exact test, with *P*_adj_ < 0.05 being considered significantly enriched pathways.

### ATAC-seq and data analysis

Single cells (1–2 × 10^5^) of naïve, resolved and sensitized USCs were used for nuclei preparation, and 50,000 nuclei were counted and transferred into 25 μl of 2× TD buffer. Omni-ATAC-seq reaction mix (25 μl) including TDE1 enzyme was added to 25 μl of 50,000 nuclei in 2× TD buffer, then the samples were incubated at 37 °C for 30 min (tapped every 10 min during the incubation in a heat block). Transposed DNA fragments were immediately purified using a MinElute PCR purification kit (Qiagen). ATAC-seq libraries were amplified by PCR amplification (10–12 cycles) with an initial 5 min extension at 72 °C and purified using AMPure XP beads (Beckman Coulter). The purified libraries were eluted with 20 μl of nuclease-free water, quantified using Qubit dsDNA HS assay kit (ThermoFisher), and their size distribution checked with a 4200 TapeStation (High Sensitivity D1000 ScreenTape and Reagents). Paired-end ATAC-seq libraries were sequenced on an Illumina NextSeq 500 (~350 million reads).

ATAC-seq analysis^42^ used the following tools and versions: Fastqc v0.11.5, Cutadapt v1.11, Samtools v1.5, Bowtie2 v2.3.0, picard v2.10.0, Macs2 v2.1.1.20160309 and bedtools v2.26.0. Sequencing reads were demultiplexed using sample-specific index sequences, quality checked with fastqc, trimmed using cutadapt and aligned to a reference mouse genome (mm10) using bowtie2^43^. Picard was then used to remove secondary alignment, multiply mapped reads and PCR duplicated reads, and peak calling was done with MACS2^44^. Irreproducible discovery rate (IDR) analysis with two replicates was performed following ENCODE’s guidelines^45^, and ATAC peaks with IDR < 0.05 were chosen as highly reproducible accessible chromatin regions for further analysis. The ATAC-seq signals were visualized on the WashU Epigenome Browser^46^ as fold change (FC) over background using bedGraph tracks generated using the MACS2 bdgcmp function.

To identify DARs, Diffbind v2.10.0 was used on IDR < 0.05 ATAC peaks, and Benjamini-Hochberg FDR with a cut-off <0.05 was used for statistical significance. Significant DARs (FDR < 0.05) were used for generating volcano plots and heat maps. GREAT^16^ (basal plus extension parameter) was used for GO pathway analysis. GREAT ranks results by binomial *P* value using a binomial test. Sensitized (FC > 1.5) and resolved-specific DARs (FC < −1.5) were separately analysed and the top 15 enriched pathways are shown in Fig. 3e–f.

### WGBS and data analysis

Single cells (1–2 × 10^5^) of USCs were treated with DNase I to remove trace DNA contamination from the Matrigel. Genomic DNA (gDNA) was prepared from the cells using DNeasy Blood & Tissue kit (Qiagen, 69504). Using 200 ng of gDNA and 0.4 ng lambda, DNA was bisulfite treated using EZ DNA Methylation-Direct kit (Zymo, D5020) and processed with xGen Methyl-Seq Library Prep kit (IDT, 10009824) to generate Illumina-compatible WGBS libraries. The libraries were sequenced on a NovaSeq S4 300XP (~300 million reads) by MGI institute.

WGBS analysis commands with specific parameters are detailed in the Code availability section. Briefly, fastqQC v0.11.8 was used to assess the quality of the raw reads. Subsequently, the paired-end reads were trimmed to remove adaptor sequences and low-quality reads with Cutadapt v1.18 and reassessed using FastqQC. The mouse reference genome mm10 was first bisulfite converted using Bismark v0.20.0. The paired-end reads were aligned to the mm10 bisulfite-converted genome and deduplicated using ‘deduplicate_bismark’. DNA methylation levels were calculated using ‘bismark_methylation_extractor’ and displayed in a methylC format on the WashU Epigenome Browser^46^. Bisulfite conversion was estimated using the conversion rate of cytosine to thymine in the lambda reference genome.

DMRs were identified with DSS v2.43.2^47^ using a two-group comparison for biological replicates and called using ‘DMLtest’ and ‘callDMR’. A PCA plot of CpG methylation within DMRs was generated using Deeptools v3.3.0. Biological replicates were combined by merging fastq files between replicates and reprocessing using the steps previously described. CpG density was visualized using a 5x coverage cut-off and ggplot2 v3.3.6.

Sensitized-specific DMRs were defined as the overlapping regions between naïve vs sensitized and resolved vs sensitized DMRs. The percent methylation for sensitized-specific DMRs was visualized using the R package ‘ComplexHeatmap’. The DNA methylation over sensitized-specific hypo-DMRs were plotted using Deeptools and visualized using ggplot2. Overlapping regions between DMRs were identified and visualized using Intervene^48^ ‘Venn’ with default parameters. GREAT^16^ analysis on sensitized hypo-DMRs was performed as described in ATAC analysis. The sensitized hypo-DMRs were also analysed for genomic annotation using UCSC (https://genome.ucsc.edu/cgi-bin/hgTables) to download GENCODE M25 (https://www.gencodegenes.org/mouse/release_M25.html). The promoter was defined as 1 kb upstream of transcription start site. Genomic annotation priority was assigned in the following order: promoter, coding exon, 5’ UTR, 3’ UTR, intron and intergenic. DMRs were assigned to annotation if the DMR overlapped 20% of the annotation using BEDTools v2.27.1 intersect and were plotted using DNA methylation percent change between sensitized and resolved against the log_2_(FC) of associated genes between sensitized and resolved differentiated urothelia with or without infection.

### CUT&RUN and data analysis

Single cells (0.2 × 10^6^) of USCs were slightly crosslinked in 0.1% formaldehyde and fixed cell pellets were stored at −80 °C before use. H3K4Me3, H3K27Ac and H3K27Me3 CUT&RUN was performed using CUT&RUN assay kit (Cell Signaling, 86652), with a few modifications. Briefly, cells were attached to concanavalin A beads for each experiment. Cells were permeabilized with digitonin in the antibody binding buffer containing spermidine and protease inhibitors and then incubated with primary antibodies against H3K4Me3 (Cell Signaling, 9751, 1:50), H3K27Ac (Cell Signaling, 8173, 1:100) or H3K27Me3 (Cell Signaling, 9733, 1:50) at 4 °C overnight on a rotator. The beads–cells mixture was washed 3 times with digitonin buffer, resuspended in 50 µl pAG-MNase and incubated at 4 °C for 1 h on a rotator. Samples were digested in PCR tubes containing 150 µl cold digitonin buffer and 3 µl CaCl_2_ at 4 °C for 30 min in a thermal cycler. Then, beads were transferred back to the microcentrifuge tubes, 150 µl of 1× STOP buffer was added and tubes were incubated at 37 °C for 10 min. Placing tubes on a magnetic rack, supernatants were collected to a new tube. Crosslinks were reversed by adding 3 µl 10% SDS solution and 2 µl 20 mg ml^−1^ proteinase K, then samples were incubated at 65 °C for 2 h. DNA from enriched chromatin samples were purified using DNA spin columns (Zymo, D4013). The sequencing library was prepared with Ultra II DNA Library Prep kit (NEB, E7645) following the manufacturer’s instructions, but reducing the anneal and extension time to 10 s during PCR enrichment of adaptor-ligated DNA.

A detailed list of commands and parameters can be found under Code availability. Briefly, fastqQC v0.11.9 was used to assess the read quality. Subsequently, the paired-end reads were trimmed with Cutadapt v1.9 and reassessed using fastqQC. Reads were then aligned using bowtie2 v2.3.4.1^49^. Mitochondrial reads were removed using samtools v1.9 and deduplicated using Picard v2.8.1 MarkDuplicates. Uniquely mapped reads were extracted using samtools view. Peaks were called using MACS2 v2.1.1.20160309 ‘callpeak’: ‘-q 0.01’ for narrow peaks H3K4Me3 and H3K27Ac, and ‘-q 0.05 --broad’ for H3K27Me3. Encode-defined blacklisted regions were removed. For each histone modification, a consensus peak list was used to calculate the fraction of reads in peaks (FRIP). Reads then were converted to bigWig format using Deeptools and normalized using read coverage and FRIP score. The normalized biological replicates were combined using ucsc-bigwigmerge v377 and converted from bedGraph to bigWigs using kentUCS v334 and mm10 chromosome sizes from UCSC (http://hgdownload.cse.ucsc.edu/goldenPath/mm10/bigZips/mm10.chrom.sizes). To profile sensitized-specific DMR regions for other epigenetic modifications, the sensitized hypo-DMRs were overlapped with MASC2 narrow peaks for ATAC, H3K4Me3 and H3K27Ac, and broad peaks for H3K27Me3. The corresponding peak score was normalized using the FRIP scores and plotted using the R package ‘ComplexHeatmap’. Using the normalized bigWig tracks, ATAC, H3K4Me3, H3K27Ac and H3K27Me3 signals were plotted over the sensitized-specific hypo-DMRs using Deeptools. The normalized bigWig signals were used for the *casp1* heat map.

### Immunoblotting

Cells were lysed with cell lysis buffer (Cell Signaling, 9803S) according to the manufacturer’s instructions. Rapid Gold BCA Protein Assay kit was used to determine protein concentrations in the cell lysate, and equal amounts of protein were separated by SDS–PAGE and transferred to a nitrocellulose membrane. Membranes were incubated overnight with primary antibodies against caspase-1 (AdipoGen, AG-20B-0042-C100, 1:5,000) and β-actin (MA5-15739, Invitrogen, 1:10,000). HRP-linked secondary antibody (Cell Signaling, 7076S, 1:3,000) and ECL reagent (Amersham, RPN2209) were used to visualize protein bands.

### Statistics and reproducibility

For representing images of confocal, immunofluorescence staining and SEM, 3–4 different cell lines (among J1-5, N1-4, R1-4 and S1-4) were stained and imaged. For western blot images, two different cell lines were tested. Statistics for plots/graphs were analysed in GraphPad Prism v8.4.3. Exact *P* values are indicated when significant (*P* < 0.05) (GraphPad Prism did not provide exact *P* value when *P* < 0.0001).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Reporting Summary

Supplementary Tables1–4 Table 1. List of 2,880 significantly differentially accessible regions (DARs) between sensitized and resolved USCs and their proximal gene names, supporting Fig. 3a,b. Table 2. Top differentially expressed genes (DEGs) from IPA comparing mock-infected sensitized vs resolved differentiated urothelia. ‘Exp log ratio’ indicates expression log_2_ fold change. Table 3. Antibody information. Table 4. List of qRT–PCR primers.

## Data Availability

The data supporting the findings of this study are available within the paper, its Supplementary Information, or Source Data. RNA-seq, ATAC-seq, WGBS and CUT&RUN data have been deposited at NCBI under BioProject ID no. PRJNA705407. WashU Epigenome Browser map visualizing ATAC-seq, WGBS-seq and CUT&RUN, and RNA-seq (forward-strand: green and reverse-strand: orange) data are accessible at the following links: Combined replicates: https://epigenomegateway.wustl.edu/browser/?genome=mm10&noDefaultTracks=1&hub=https://wangftp.wustl.edu/~jharrison/PUBLISHED_DATAHUBS/Hultgren/Russell_Bacterial_infection_combined.json Combined and individual replicates: https://epigenomegateway.wustl.edu/browser/?genome=mm10&noDefaultTracks=1&hub=https://wangftp.wustl.edu/~jharrison/PUBLISHED_DATAHUBS/Hultgren/Russell_Bacterial_infection_all.jsonSource data are provided with this paper.

## Source data

Source Data Fig. 1 Tab 1 (Fig. 1b). Measurement of TER at indicated days during 21 d of culture/differentiation of #1–5 independent juvenile C3H/HeN in transwells.
Source Data Fig. 2 Tab 1 (Fig. 2b). Urine bacterial titre time course over 4 wpi during initial infection with 108 c.f.u. UTI89 KanR in 8 weeks of female C3H/HeN mice. Tab 2 (Fig. 2f). Average cell size per transwell represented as median with 95% CI. Tab 3 (Fig. 3g). Individual cell size represented as median with 95% CI.
Source Data Fig. 3 Tab 1(Fig. 3c). Sensitized-accessible DARs (sensitized vs resolved comparison, *n* = 747 DARs, fold change >1.5, FDR < 0.05) used for GREAT GO term analysis. Tab 2 (Fig. 3d–h). List of 189 sensitized-specific differentially methylated regions (DMRs) from naïve vs sensitized and resolved vs sensitized comparisons.
Source Data Fig. 4 Tab 1 (Fig. 4b-1). DEG comparison between sensitized vs resolved USCs, also supporting ED Fig. 6b. Tab 2 (Fig. 4b-2). DEG comparison between sensitized vs naïve USCs, also supporting ED Fig. 6a. Tab 3 (Fig. 4d). DEG comparison between mock-infected sensitized vs resolved differentiated urothelia used for volcano plot. Tab 4 (Fig. 4e). IPA pathway analysis of mock-infected sensitized vs resolved differentiated urothelia. Tab 5 (Fig. 4f). A heat map visualization of differential gene expression in naïve, resolved and sensitized differentiated urothelia with or without infection, also supporting Extended Data Figs. 8b and 9.
Source Data Fig. 5 Tab 1 (Fig. 5d). Gene expression of *Casp1* in naïve, resolved and sensitized differentiated urothelia with or without UTI89 infection was measured by qRT–PCR (*n* = 4, 4, 4, 5, 4, 4). Tab 2 (Fig. 5f). LDH measurement of naïve, resolved and sensitized differentiated urothelia upon UTI89 infection at 4 hpi. Data obtained from *n* = 7, 10, 14, 8, 10, 4, 6. Tab 3 (Fig. 5g). Naïve, resolved and sensitized mice were challenged with 10^7^ c f u of WT UTI89 (HlyA+) or UTI89Δ*hlyA*. Data were combined from two to three independent experiments. Bladder bacterial burdens at 6 hpi, measured from *n* = 10, 7, 19, 8, 14, 11 mice, respectively, were examined over 2–3 independent experiments. Tab 4 (Fig. 5h). Incidence of chronic cystitis vs resolution at 28 dpi for naïve, resolved and sensitized mice upon challenge infection.
Source Data Fig. 5 Fig. 5e. Uncropped gel and blot images of N3, R3 and S3 differentiated urothelia. **a**, Whole gel loaded with two sets of 6 samples (PBS mock-infected N3, R3 and S3 urothelial cells and UTI89-infected N3, R3 and S3 urothelial cells) with Tris-glycine 4–20% loading dye. Both uninfected and infected sensitized urothelial cells had caspase-1 staining. Only mock-infected N3, R3 and S3 data were used for the paper since sensitized cells expressed caspase-1 regardless of infection condition. **b**, Membrane image (1–6 lane cut was used for β-actin staining and 7–14 lane cut was used for caspase-1 staining). **c**, Film development was done separately since β-actin and caspase-1 staining needed different exposure times (1 min and 3 min, respectively). β-actin (~48 kDa) expression was similar among all the samples, while only sensitized cells had staining at P45 pro-caspase-1 (~45 kDa) and P35 caspase-1 (~35 kDa) locations. For Fig. 5e in the manuscript, (**d**) 20 s exposure image was used instead of 1 min exposure for β-actin for cleaner band separation.
Source Data Extended Data Fig. 1 Tab 1 (ED Fig. 1b). *p63* expression measured by qRT–PCR from C3H/HeN primary cells cultured in the indicated condition in ED Fig. 1b–d. Each condition at measurement time points is *n* = 12, 9, 13, 12, 12, 11, 11, respectively. Tab 2 (ED Fig. 1c). *Axin2* expression measurement using the same set of samples. Tab 3 (ED Fig. 1d). *Upk3a* expression measurement using the same set of samples.
Source Data Extended Data Fig. 2 Tab 1 (ED Fig. 2a). Transepithelial electrical resistance (TER) comparison between primary C3H/HeN USCs and 5637 cells for 2–3 weeks culture in differentiation condition. Tab 2 (ED Fig. 2b). Surface cell size comparison between primary C3H/HeN urothelial cells and 5637 cells (*n* = 10 each).
Source Data Extended Data Fig. 4 Tab 1 (ED Fig. 4a-1). Naïve vs sensitized DMRs. Tab 2 (ED Fig. 4a-2). Naïve vs Resolved DMRs. Tab 3 (ED Fig. 4a-3). Resolved vs sensitized DMRs.
Source Data Extended Data Fig. 6 Tab 1 (ED Fig. 6c). IPA pathway analysis of sensitized vs naïve USCs. Tab 2 (ED Fig. 6d). IPA pathway analysis of sensitized vs resolved USCs.
Source Data Extended Data Fig. 7 Tab 1 (ED Fig. 7a). DEGs comparing juvenile naïve vs adult naïve USCs used for volcano plot.
Source Data Extended Data Fig. 8 Tab 1 (ED Fig. 8a-1). DEG comparison between UTI89-infected vs mock-infected naïve differentiated urothelia, used for volcano plot. Tab 2 (ED Fig. 8a-2). DEG comparison between UTI89-infected vs mock-infected resolved differentiated urothelia, used for volcano plot. Tab 3 (ED Fig. 8a-3). DEG comparison between UTI89-infected vs mock-infected sensitized differentiated urothelia, used for volcano plot. Tab 4 (ED Fig. 8b). DEG comparison between UTI89-infected sensitized vs resolved differentiated urothelia, used for volcano plot. Tab 5 (ED Fig. 8c). IPA pathway analysis of UTI89-infected sensitized vs resolved differentiated urothelia.

How the deposited data were processed for this re-analysis (not part of the article)

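Whole-genome bisulfite sequencing of 6 USC lines was analysed, with 2 lines each from naïve (N1, N3), resolved (R1, R4) and sensitized (S1, S2) mice. Each line came from a separate mouse, so replicates are mice. The authors trimmed reads with Cutadapt, aligned them to mm10 with Bismark and called DMRs with DSS. In the deposited files the first value of each CpG is the fraction of reads that were methylated, and the second is the coverage in read counts. Fraction times coverage was whole at every CpG within the rounding of the fractions, with 0 exceptions, so methylated reads were recovered as counts. At the 1564 to 1908 CpGs per line with over 1000 reads the rounding leaves the count inexact. The files hold between 20589390 (N1) and 20733187 (N3) CpGs per line, and every row was at a CG with both strands joined.

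Choices of test, filters, alternatives, gene lists and named genes were made before the data were examined, except for those named as added later. Chromosomes 1 to 19 and X were tested. Reads were summed over 500 bp tiles with at least 4 CpGs of at least 5 reads in every line, or over 1000 bp on either side of each annotated transcription start. Each window was fitted with a quasi-binomial logistic model with the groups as a factor. The Pearson dispersion over the residual degrees of freedom was moderated with squeezeVar of limma, each pair of groups was compared by a quasi-likelihood F test, and p-values were adjusted by the method of Benjamini and Hochberg. A call needed an adjusted p below 0.05 and a difference in pooled methylation of at least 20 points. Single values were compared by exact permutation tests. Wilson intervals take the calls at neighbouring CpGs as independent, so they are narrower than the counting error. Coverage was compared in 1 Mb bins with at least 500 CpGs, leaving out CpGs with over 200 reads. Genes came from GENCODE release M21 on GRCm38, whereas the paper used a later release. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used.

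Genes named in the text are those the paper names, the called promoters with the largest differences and both lines of a group on 1 side, and, of the sensitized-specific DMRs, the 10 with the largest fall and those that were higher. The values of the paper's tables had been seen when this rule was written. Genes of called tiles and Ly6e among the further observations were singled out after their values were seen. The 14 gene lists cover pyroptosis and inflammasome, apoptosis and necroptosis, prostaglandins, urothelial differentiation, glutathione and oxidative stress, interferon response and antigen presentation, cytokines and chemokines, cell adhesion and junctions, DNA methylation enzymes, markers of leukocytes, of fibroblasts and muscle and of endothelium, imprinted promoters and housekeeping promoters.

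The test was checked on simulated lines. A first simulation took the moderated dispersions as the true ones and gave many false calls, so it was replaced, after its result was seen, by simulations that draw dispersions from the fitted prior. The test itself was left as it was. With 1 prior for all tiles, 34 of 243 simulated calls between sensitized and naïve lines were false, and with a prior by level and coverage 20 of 200 were, which is above the nominal share in both. With the latter, differences of 60 points were recovered in 141 of 200 tiles, of 40 points in 35 and of 30 points in 4, while at promoters 196, 165 and 113 of 200 were recovered. limma on M-values recovered 0 in tiles at each size. Comparisons that share libraries were set beside 20 simulations without differences. The covariance of the 2 differences that share the sensitized lines was 28.2 against a simulated mean of 36.9, that of the naïve lines 29.3 against 39.3 and that of the resolved lines 21.3 against 38.1. The correlations were 0.528 against 0.488, 0.543 against 0.511 and 0.426 against 0.500. The simulated covariances lay above the observed ones, so the simulated counts are no measure of how many calls arise without differences. With 2 libraries per group the shared libraries could not be split.

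Alternatives covered tile size, coverage minimum, number of CpGs, threshold, fit, single-CpG regions, promoter window and leaving out each line. Added after seeing the data were a count on evenly covered chromosomes only and a coverage minimum for the paper's DMRs. The CUT&RUN, ATAC-seq and RNA libraries were not analysed here.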

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

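The tests on the share of low bins on chromosome 4, on other pairs of lines and on evenly covered chromosomes were chosen only after the result was seen, while that on GC content was set before.

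Read coverage of N3 differed between whole chromosomes, with chromosome 4 at 0.809 and chromosome 2 at 1.22 times the median of the 6 lines. After a correction for GC content chromosome 4 was still at 0.807, which argues against a GC bias as the whole cause. Of its 1 Mb bins 99.35% lay below 0.95, which argues against scattered regional mapping differences. A change in chromosome number in part of the cultured cells is a candidate explanation that was not tested.

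With S1 and S2 tested as a group against the other 4 lines, 64 tiles were called lower. For R1 and S2 528 tiles were called lower, the highest of the other pairs. In 2 of the 15 splits as many tiles were lower, and 15 splits are too few for a share under 0.05. Without a test, the sensitized lines lay at least 20 points below the others at 743 tiles, rank 4 of the 15 pairs, after 2081 for R1 and S2, 1219 for N1 and S1 and 916 for N1 and S2. At 40 points they rank 2 of the 15, with 37 tiles against 180 for R1 and S2, 0 for N1 and S1 and 2 for N1 and S2. With tiles above the other 4 lines counted as well, the sensitized pair ranks 6 of the 15 at 20 points, with 761 tiles. N3 and R4 then rank 1 with 2973 tiles, of which 2906 lay above the other 4 lines. In all, 649 tiles were called for R1 and S2 against the other 4 lines, several times the 66 of the sensitized pair. What sets R1 and S2 apart at these tiles was not tested. Across CpGs the correlation of R1 with S2 was 0.8256, against 0.8499 for S1 with S2. Of the 10 tiles lower in sensitized USCs in both comparisons, 7 lie on evenly covered chromosomes. That argues against uneven coverage of whole chromosomes as the source of these 7. Local coverage was not tested. At the Gm6440 promoter it was 36.0 reads per CpG in S1, 27.4 in S2 and 17.5 to 24.4 elsewhere. Other differences between the lines, such as the mouse each came from, may contribute and were not tested.

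Chromosome 12 of S1 had 1.156 times the median coverage of the 6 lines, while R1 had 0.9005 and S2 0.8888 times on the same chromosome. Chromosome X of S1 had 0.8926 times. Whether the coverage of chromosome 12 bears on the tiles called for R1 and S2 was not tested. At 3 tiles, in Sox6, 3110070M22Rik and Tmem223, both naïve lines were higher than the resolved and the sensitized lines. The paper's lists hold 39 regions that were higher in naïve USCs in both comparisons.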

How the results depend on the processing

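The alternatives on evenly covered chromosomes and on coverage in the paper's DMRs were chosen only after the result was seen. No paired analysis was possible because the groups share fewer than 2 replicate numbers. With 1 line left out, the lone line of its group is assumed to vary like the other groups. For a comparison of the other 2 groups, leaving out a line repeats the fit of only those 2 groups. These settings are therefore 1 check and not several. The direction of the Casp1 and Ptgs2os2 DMRs and of the paper's DMR lists held under every alternative run, but the number of called tiles did not, and it ran from 6 to 614 for sensitized against naïve USCs with single lines left out. Simulated differences of 30 points were mostly missed in tiles (4 of 200 recovered) but not at promoters (113 of 200), and no simulation varied the depth. limma on M-values recovered 0 in tiles at each simulated size, so its tile counts below are no check of the calls. Depth limits which windows could be tested, with 2043039 tiles at 5 reads and 1512511 at 10 reads in every line. The cause was not tested for any of the values below.

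In the order sensitized against naïve, sensitized against resolved and resolved against naïve USCs, called tiles numbered 34, 13 and 3. With 250 bp tiles they were 5, 6 and 0, with at least 2 CpGs 80, 43 and 5, with limma on M-values 1, 0 and 0, at an FDR below 0.01 7, 6 and 0, and with single-CpG regions 155, 121 and 21. A minimum of 10 reads gave 15 for the first and 0 for the last, 1000 bp tiles 21 for sensitized against resolved, a fit of only the 2 groups compared 137 and 95, a minimum of 40 points 0 for resolved against naïve, and evenly covered chromosomes 7 for sensitized against resolved. Sensitized-specific tiles, 10 in all, were 4 at 250 bp, 4 at an FDR below 0.01, 44 with only the 2 groups compared in the fit and 0 with limma, and naïve-specific tiles 0 at 250 bp, at 10 reads and with limma. Leaving out each line in turn gave 6 to 614, 15 to 159 and 0 to 185 tiles, 3 to 74 sensitized-specific, 0 to 18 naïve-specific and 0 to 41 resolved-specific tiles. Only part of the 34 tiles were kept without naïve replicate 3, sensitized replicate 1 or sensitized replicate 2. All 34 were kept when only the 2 groups were fitted.

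Called promoters for sensitized against naïve USCs were 1 with the upstream window, 2 at 10 reads and 1 with limma, and 0 to 14 with each line left out. Sensitized against resolved gave 1 at 10 reads and 1 with no minimum difference, and 0 to 4 with each line left out, of which 0 to 1 in the gene lists, and resolved against naïve 0 to 9. Global methylation reversed for sensitized minus naïve USCs without naïve replicate 3 (2.053 points, range -7.894 to 2.053), and for resolved minus naïve USCs without naïve replicate 3 (4.075) and without resolved replicate 1 (0.2699, range -5.873 to 4.075). The Tcirg1 promoter turned to -0.8646 points without resolved replicate 4 (range -0.8646 to 1.796). The paper's naïve and resolved DMRs averaged -12.15 points at 10 reads. The gap on principal component 1, 47.36% of its range, became an overlap of -23.62 over the 10000 most variable tiles and -20.32 over all tiles. By median, coverage of N3 was 0.7273 on chromosome 4 and 1.182 on chromosome 2, relative to its median chromosome. Without a test, both sensitized lines lay below the other 4 by 20 points at 743 tiles and by 40 points at 37, ranks 4 and 2 of the 15 pairs, against 2081 and 180 for R1 and S2. Over the promoters, DMRs and tiles named in the text, each under each alternative and without the tiles at the Casp1 and Ptgs2os2 DMRs, 69 values no longer passed the test, 1 newly passed, 1 reversed and 402 were the same.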

Differences from the paper's values

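The alternative on evenly covered chromosomes and the count of windows called at the Casp1 and Ptgs2os2 DMRs under each alternative were chosen only after the result was seen.

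The paper's supplement lists 648 DMRs that were lower and 51 that were higher in sensitized than in naïve USCs, against 31 and 3 called tiles here. The paper used DSS regions, while a tile needed an adjusted p below 0.05 and 20 points, so both the test and the thresholds differ. Of the alternatives set before the data were examined, only that without naïve replicate 1 no longer differed by more than 1.5 times in the lower tiles. It leaves N3 as the only naïve line, with global methylation of 64.9% against 54.9% in N1. It therefore does not show that the groups match the paper's count. For the higher tiles every alternative still differed. Against resolved USCs the paper lists 426 lower and 35 higher in sensitized USCs, 13 and 0 tiles were called, and all alternatives still differed. Between resolved and naïve USCs the paper lists 106 lower and 58 higher in resolved USCs, and 3 and 0 tiles were called. Only without resolved replicate 4 did the lower count no longer differ. That fit leaves R1 as the only resolved line, and its higher count exceeded the paper's. The single-CpG regions (147 and 8, 116 and 5, and 11 and 10, lower and higher) and the evenly covered chromosomes (23 and 2, 7 and 0, and 3 and 0) still differed.

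The paper states a lowest coverage of 8 for CpGs of the Casp1 promoter, against 3 in a single line here. For Ptgs2os2 the paper states 18 to 23, against 11 to 36. The values here are for single lines, and no alternative was run for them.

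Casp1 promoter methylation in sensitized USCs is about 29% in Fig. 5b, read by eye, against 13.4% in the DMR. It no longer differed over 1 kb either side of the start (29.8%) and without sensitized replicate 2 (23.1%). It still differed over 1 kb upstream (62.8%), as a mean over CpGs (13.8%) and with at least 5 reads (13.1%). It also differed without sensitized replicate 1 (3.76%) and without a naïve or resolved line (13.4%). For naïve and resolved USCs Fig. 5b shows about 92% and 93%, read by eye, against 80.7% and 72.6% in the DMR. Over 1 kb either side of the start they were 83.1% and 75.55%, still below the figure.

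In Fig. 3f the paper shows about 11% of hypo-DMRs in promoters, read by eye, against 6.01%. It shows about 7% in 5′ untranslated regions in Fig. 3f, read by eye, against 2.19%, and about 5% in 3′ untranslated regions in Fig. 3f, read by eye, against 1.09%. With any overlap these were 7.10%, 2.73% and 1.09% and still differed.

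The paper names both loci as hypo-methylated. At the Casp1 DMR 0 tiles were called, but 1 was called between sensitized and naïve USCs with at least 2 CpGs per tile and with only the groups compared in the fit. Single-CpG regions were called there in both comparisons of sensitized USCs, and at the Ptgs2os2 DMR 2 were called between sensitized and resolved USCs. At the Ptgs2os2 DMR 1 tile was called between sensitized and resolved USCs, but 0 with 250 bp or 1000 bp tiles or a minimum of 10 reads or 1 read. The call was also lost at an FDR below 0.01, on chromosomes 1 to 19 only, and without resolved replicate 1 or sensitized replicate 1. Its loss with limma on M-values is uninformative, since that test recovered 0 simulated differences in tiles. At the same DMR 1 window was called between sensitized and naïve USCs with at least 2 CpGs per tile, with only the groups compared in the fit, and in the single-CpG test. At both loci, leaving out a resolved line repeats that fit of sensitized and naïve USCs, so it is not a further check. Of the promoter windows, that of Ptgs2os2 passed over all genes only without sensitized replicate 2, and that of Casp1 in no alternative run. The paper separates sensitized USCs on all DMRs, and over all tested tiles the sensitized lines did not stand apart on principal component 1.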

Other observations

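The tests on read depth and on evenly covered chromosomes were chosen only after the result was seen, while that on bisulfite conversion was set before.

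The promoter of Ly6e, an interferon-induced surface antigen, was methylated to 22.4% in N1 and 21.9% in N3, against 11.3% in R1, 11.5% in R4, 10.2% in S1 and 9.87% in S2, but did not pass the test over all genes (sensitized minus naïve -12.0 points, adjusted p = 0.386, quasi-likelihood test). It was singled out after its values were seen. The paper's DMR in Ly6e is another region, with mean methylation of 5.746% in sensitized, 59.45% in naïve and 60.04% in resolved USCs. The promoters of Klf4, Klf5, Ptgs2 and Znfx1 were below 3% in every line, and none of the other genes the paper names passed the test. Gsdmc2 and Gsdmc3 were not tested.

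N3 was more methylated than N1 across the genome. At CpGs with at least 10 reads in every line the gap was still 9.97 points, which argues against the lower depth of N1. At 287 mitochondrial CpGs the gap was -0.1033 points, which argues against incomplete conversion in N3. On chromosomes with even coverage in both naïve lines the smallest gap was 8.484 points, which argues against the uneven coverage. No biological explanation was tested, and differences between the 2 mice or cultures may contribute.

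Coverage of chromosome Y, relative to the median chromosome, was 0.234 in N1, 0.205 in N3, 0.202 in R1, 0.226 in R4, 0.190 in S1 and 0.219 in S2. The paper states that the mice were female, so these reads are no evidence of chromosome Y DNA. Where they come from was not tested. The paper's lists hold 5 DMRs on chromosome Y for naïve and sensitized, 2 for resolved and sensitized and 3 for naïve and resolved USCs. These DMRs cannot be read as methylation of chromosome Y, and that chromosome was not tested here.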
